# Transcription Coactivators p300 and CBP Are Necessary for Photoreceptor-Specific Chromatin Organization and Gene Expression

**DOI:** 10.1371/journal.pone.0069721

**Published:** 2013-07-26

**Authors:** Anne K. Hennig, Guang-Hua Peng, Shiming Chen

## Abstract

Rod and cone photoreceptor neurons in the mammalian retina possess specialized cellular architecture and functional features for converting light to a neuronal signal. Establishing and maintaining these characteristics requires appropriate expression of a specific set of genes, which is tightly regulated by a network of photoreceptor transcription factors centered on the cone-rod homeobox protein CRX. CRX recruits transcription coactivators p300 and CBP to acetylate promoter-bound histones and activate transcription of target genes. To further elucidate the role of these two coactivators, we conditionally knocked out *Ep300* and/or *CrebBP* in differentiating rods or cones, using *opsin*-driven *Cre recombinase*. Knockout of either factor alone exerted minimal effects, but loss of both factors severely disrupted target cell morphology and function: the unique nuclear chromatin organization seen in mouse rods was reversed, accompanied by redistribution of nuclear territories associated with repressive and active histone marks. Transcription of many genes including CRX targets was severely impaired, correlating with reduced histone H3/H4 acetylation (the products of p300/CBP) on target gene promoters. Interestingly, the presence of a single wild-type allele of either coactivator prevented many of these defects, with *Ep300* more effective than *Cbp*. These results suggest that p300 and CBP play essential roles in maintaining photoreceptor-specific structure, function and gene expression.

## Introduction

The mammalian retina consists of three layers of neurons specialized for light detection and initial processing of visual signals [1] [2]. Photoreceptors are located in the outer layer, and constitute 70% of retinal cells. These cells, which convert light to a neuronal signal, contain specific cellular structures including apical membrane specializations in the “outer segment” that capture light photons, ribbon-type synaptic specializations for transmitting neural signals to interneurons in the inner retinal layers, and a unique nuclear chromatin organization to mediate cell-type-specific gene expression while maximizing the amount of light reaching the outer segments. The vast majority of photoreceptors in most mammalian retinas are rods, which are exquisitely sensitive to low levels of light and mediate night vision. 3–5% of photoreceptors in mouse and human retinas are cones, which mediate color vision in daylight. Cones can be further classified on the basis of the wavelength sensitivity of the light-capturing visual pigment opsin they contain. To establish and maintain their structure and function, each photoreceptor subtype expresses a set of specific genes including the characteristic opsin, under the tight regulation of a network of photoreceptor-specific transcription factors [3] [4]. The central player, the cone-rod homeobox transcription factor CRX, interacts with photoreceptor subtype-specific transcription factors such as NRL and NR2E3 in rods or TRβ2 and RXRγ in cones, to activate or suppress expression of rod vs. cone gene sets. We demonstrated previously that CRX activates transcription by interacting with coactivators or coactivator complexes including CBP, P300, and GCN5 (KAT2A), a component of the STAGA chromatin remodeling complex [5] [8]. All of these coactivators contain intrinsic lysine acetyltransferase (KAT) activity, catalyzing acetylation of core histone tails and other proteins.

Acetylated histones are active marks for transcription, often associated with “open” chromatin that is accessible to the transcription machinery and transcription regulators [9] [10] [11] [12]. Histone acetylation is controlled by two classes of enzymes with opposing functions: Histone lysine (K) acetyltransferases (HATs) add the acetyl groups to specific lysine residues in the tails of core histones, and histone deacetylases (HDACs) remove them.

In mammals, there are four major families of HATs, whose members show high degrees of homology and, in some cases, functional redundancy (reviewed in [13] [14]). This is true for the well-studied KAT3 family members, “CREB Binding Protein” (CREBBP, CBP or KAT3A) [6] and the closely related “Adenovirus E1A-associated 300-kD Protein” (p300 or KAT3B) [7], which catalyze acetylation of all core histones, particularly H3 and H4 [15] [16] [17] [18]. In addition, CBP and p300 act as transcription coactivators by interacting with a variety of specific transcription factors and co-regulators [13] [19] to regulate the expression of numerous genes important in embryonic development [20], cell proliferation and differentiation [21] [22], neuronal function [23] [24] [25] [26] [27], energy homeostasis [20] [28] [29] [30], and tumor suppression [31] [32]. In humans, mutations in *CBP* or *EP300* are associated with Rubinstein-Taybi syndrome (RSTS) (http://omim.org/entry/180849, http://omim.org/entry/613684), an autosomal-dominant disorder characterized by mental and growth retardation and skeletal abnormalities [33] [34]. Molecular mechanism studies have found that RSTS-causing mutations affect acetyltransferase catalytic activity and coactivator function [35] [36]. The importance of HAT catalytic activity was further supported by the finding that p300/CBP-mediated acetylation of histone H3 lysine 18/27 recruits RNA polymerase II to target gene promoters in response to ligand-induced nuclear receptor activation [11]. In mice, p300 and CBP are required for embryonic development and viability. Conventional knockout of either factor in mice is early embryonic lethal [37] [38], complicating investigation of the roles of p300/CBP in fetal development of specific tissues such as the nervous system. This limitation has been circumvented by *Cre-loxP*-mediated conditional knockout strategies, leading to the findings that p300 and CBP play redundant and distinct functions in thymocyte and T-cell development [19] [39], and that p300/CBP in the brain is required for formation of long-term memories [26]. However, the role of p300/CBP in the retina (a part of the central nervous system) is not clear, although retinal dystrophy and glaucoma are commonly seen in RSTS patients [40].

Results of several studies suggest that p300/CBP HATs may play important roles in retinal photoreceptor development and maintenance. First, both coactivators are expressed by developing and mature photoreceptors, and physically interact with the key photoreceptor transcription factor CRX [5] [41] [42]. Second, during photoreceptor development, both factors are found on the promoter/enhancer regions of CRX-regulated photoreceptor genes after CRX binds. These events are followed by acetylation of histone H3 and H4 on these promoters, recruitment of additional photoreceptor-specific transcription factors, and transcriptional activation of the associated genes [5]. Increases in H3 acetylation have also been associated with activation by NRL [43]. Third, in the absence of CRX (*Crx^−/−^* mouse retina), recruitment of CBP to target gene promoters and acetylated histone H3/H4 levels are reduced, correlating with decreased transcription [5]. To examine the role of p300/CBP in CRX-regulated photoreceptor gene expression, we conditionally knocked out *Ep300 and/or Cbp* in rods or cones of the mouse retina using either a r*hodopsin* or *cone opsin* promoter to drive *Cre recombinase* expression. Here we report that loss of both p300 and CBP, but neither alone, causes detrimental defects in rod/cone structure and function, maintenance of photoreceptor gene expression and cell identity. These defects are accompanied by drastically reduced acetylation of histone H3/H4 on photoreceptor genes, and loss of the nuclear chromatin organization pattern characteristic of mouse photoreceptors [44].

## Results

### Generation of photoreceptor-specific *Ep300/Cbp* conditional knockout mice

The desired conditional knockout mice listed in Table 1 were generated by crossing mice carrying *floxed* alleles of either *Ep300* [19] or *Cbp* [39]. Each *floxed* allele contains two *LoxP* sites flanking a critical exon, and has been shown to result in depletion of the gene product in cells expressing *Cre recombinase*. To express *Cre* in either rods or cones, we obtained two *Cre* transgenic mouse lines, *rhodopsin* promoter driven-*Cre* (*Rho-iCre or “RCre”*, [45]) and human *red-green cone opsin* promoter driven-*Cre* (*HRGP-Cre or “CCre”*, [46]). *Cre* expression was confirmed by crossing these lines to *ROSA-mTmG Cre* reporter mice, which express membrane-bound green fluorescent protein (GFP) in the presence of CRE activity [47]. As expected, the “*RCre*; *mTmG”* mice express *Cre* in differentiated rods beginning at postnatal day 5 (P5), peaking at P12 and continuing through adulthood (Supplemental Fig. S1A) without affecting retinal morphology or function up to 30 weeks of age (data not shown). In contrast, the “*CCre*; *mTmG”* mice show typical cone patterns of *Cre* expression, starting in a few cells in the ONL at P5, peaking around P12, and continuing through adult ages, with CRE activity restricted to cells in the outer margin of the outer nuclear layer (ONL), where cone cell bodies reside (Supplemental Fig. S1B). The similar expression pattern in dorsal vs. ventral regions suggests that *CCre*-driven *Cre* is expressed in both M-cones (enriched in the dorsal retina) and S-cones (enriched in the ventral retina) (reviewed in [3]). *CCre* mice also have normal retinal morphology and function. *RCre* and *CCre* lines were then mated with mice carrying *Ep300 flox*, *Cbp flox*, or both, to generate mice with the various conditional knockout (CKO) genotypes listed in Table 1. All *CKO* mice are viable and healthy without apparent abnormalities. CRE-mediated loss of p300 or CBP in photoreceptors was confirmed by immunostaining using anti-p300 (Fig. 1I-L) or anti-CBP (Supplemental Fig. S1C) antibodies. Thus, we have successfully created conditional knockouts of *Ep300, Cbp* or both in either rods or cones.

**Figure 1:**
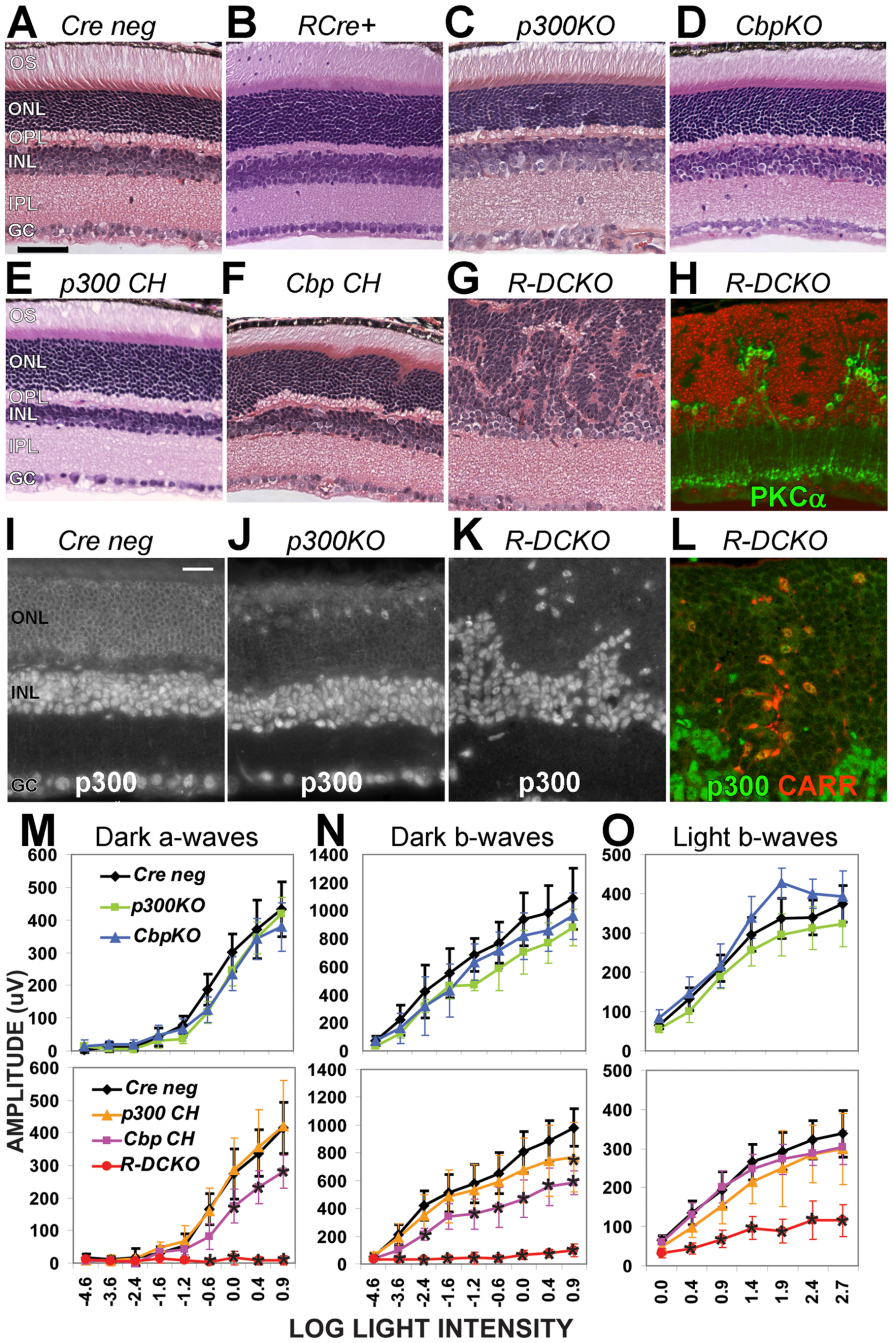
Knockout of both *Ep300* and *Cbp* in rods disrupts photoreceptor architecture and function. **A**–**G.** Cross-sections of 4-week-old retinas of the indicated genotypes (see Table 1), stained with hematoxylin and eosin (H&E). **H.** Section from the same *R-DCKO* eye as in panel G, fluorescently labeled with anti-PKCα (green, for bipolar cells) and DAPI (red), to show the boundary between the outer and inner nuclear layers. Scale bar  = 50 μm for all 8 panels. **I**–**K.** Immunofluorescent staining for p300 protein verified expression in all nuclei in *Cre neg* controls (**I**). *Ep300* expression is lost in the outer nuclear layer (**ONL**) of *p300KO* (**J**) and *R-DCKO* (**K**) retinas. **L.** *R-DCKO* section stained for p300 (green) and cone arrestin (CARR, red), showing that the few remaining p300-positive cells in the outer retina are cones. Scale bar  = 20 μm for all 4 panels. **OS,** outer segments; **ONL,** outer nuclear layer; **OPL,** outer plexiform layer; **INL,** inner nuclear layer; **IPL,** inner plexiform layer; **GC,** ganglion cell layer. **M**–**O.** Amplitudes of dark-adapted (“Dark”) and light-adapted (“Light”) flash electroretinograms (ERG) at 4 weeks of age. Flash intensities (log [CdSec/M^2^]) are indicated on the X-axis. Error bars indicate +/− 1SD of the mean amplitude for 6 animals of each genotype tested. Two-way repeated measures ANOVA showed significant interactions between genotype and log light level at p<0.0001 for dark-adapted a-waves (Panel M), b-waves (Panel N), and light-adapted b-waves (Panel O). Asterisks (*) indicate values significantly different (p<0.001) from *Cre negative* controls in post-hoc tests.

**Table 1:** Genotypes of mice used in this study.

Cre	Flox Genotype	Designated
*Rho-iCre+* [45]	*Ep300^wt^; Cbp^wt^*	*RCre+*
*Rho-iCre+*	*Ep300^wt^; Cbp^f/f^* [39]	*CbpKO*
*Rho-iCre+*	*Ep300^f/f^* [19]; *Cbp^wt^*	*p300KO*
-	*Ep300^f/f^; Cbp^f/f^*	*Cre neg*
*Rho-iCre+*	*Ep300^f/f^; Cbp^+/f^*	*Cbp CH*
*Rho-iCre+*	*Ep300^+/f^; Cbp^f/f^*	*P300 CH*
*Rho-iCre+*	*Ep300^f/f^; Cbp^f/f^*	*R-DCKO*
*HRGP-Cre+* [46]	*Ep300^f/f^; Cbp^+/f^*	*C-Cbp CH*
*HRGP-Cre+*	*Ep300^+/f^; Cbp^f/f^*	*C-p300 CH*
*HRGP-Cre+*	*Ep300^f/f^; Cbp^f/f^*	*C-DCKO*
*Rho-iCre+*	*tm4(ACTB-tdTomato,-EGFP)* [47]	*R-mT/mG*
*HRGP-Cre+*	*tm4(ACTB-tdTomato,-EGFP)*	*C-mT/mG*

### Loss of p300 and CBP in rods disrupts retinal structure and function

Hematoxylin-and-eosin (H&E) stained retina sections from four-week-old mice with rod-specific knockout of *Ep300* and/or *Cbp* (see Table 1) were examined for morphological defects. Compared to the *Cre-negative* (“*Cre-neg*”, Fig. 1A) and *Rho-iCre* (“*RCre+”,* Fig. 1B) controls, single conditional knockout of either *Ep300* (“*p300KO”,* Fig. 1C) or *Cbp* (“*CbpKO”,* Fig. 1D) in rods has little effect on retinal morphology. No apparent morphological changes were detected in these retinas up to 30 weeks of age (data not shown). In contrast, knocking out both *Ep300* and *Cbp* together (“*R-DCKO”*, Fig. 1G&H) severely disrupts lamination of the outer (ONL) and inner (INL) nuclear layers. The ONL forms whorls and rosettes, the cells fail to develop outer segments (OS), and the outer plexiform layer (OPL), where ONL and INL neurons form synaptic connections, is irregular and thin. INL cells positive for the rod on-bipolar cell marker Protein Kinase Cα (PKCα Fig. 1H) that also express P300 (Fig. 1K&L) extend into the ONL in the spaces between the rosettes. The total width of this disorganized retina is about 30–50% greater than control retina sections (data not shown). Cones in *R-DCKO* retinas are scattered throughout the ONL, often in the middle of rosettes of p300/CBP-negative cells (Fig. 1L, red cells), instead of evenly distributed in the outer part of the ONL as in normal retinas (Supplemental Fig. S2A&B). Interestingly, the defects seen in *R-DCKO* retinas are mostly prevented in compound heterozygous mice carrying one wild-type (WT) allele of either *Ep300* (“*p300 CH”*, Fig. 1E) or *Cbp* (“*Cbp CH”*, Fig. 1F), suggesting that p300 and CBP play redundant but critical roles in developing and maintaining appropriate retina architecture. However, in contrast to the essentially normal appearance of the *p300 CH* retina, *Cbp CH* retinas show slight irregularities in the ONL and OPL within 1000 µm of the optic nerve head (Fig. 1F).

Electroretinogram (ERG) testing at 4 weeks of age revealed functional deficits consistent with the morphological changes. Single conditional knockout mice had essentially normal ERGs (Fig. 1M, N&O, top graphs, green & blue vs. black lines). *R-DCKO* mice had very little rod-driven response (Fig. 1M&N, bottom graphs, red lines), and cone ERG responses were significantly smaller than those of *Cre-negative* littermates (Fig. 1O, bottom graph, red vs. black line). Compound heterozygote mice with one WT *Ep300* allele (*p300 CH*) showed essentially normal rod and cone function (Fig. 1M, N&O, bottom panels, orange line). In contrast, mice with a single WT copy of *Cbp* (*Cbp CH*) showed slight but significant decreases in rod-driven a-wave and b-wave amplitudes (Fig. 1M&N, bottom panels, pink line). Together, the ERG results are consistent with the morphological findings, and suggest that p300 and CBP play mostly overlapping roles in retinal structure and function.

To determine if the structural and functional defects in *Ep300/Cbp* conditional knockout mice progress over time, retinal morphology and function were reassessed at 8 and 12 weeks of age. Fig. 2 shows that, while *R-DCKO* mice show no additional changes in retina morphology (Fig. 2D&K vs. Fig. 1G) or rod-driven ERG function (Fig. 2E, F, L&M, red lines, vs Fig. 1M&N, red lines) at either age, cone ERG responses worsened (Fig. 2G&N vs Fig. 1O, red lines), consistent with progressive loss of cones with age (data not shown). The structural and functional defects in *R-DCKO* retinas persist throughout the life of the animals (Fig. 2 and additional data not shown). Interestingly, ONL morphology of the compound heterozygous *Cbp CH* mice improved with age: the ONL irregularities near the optic nerve head (Fig. 1F & Fig. 2C) completely resolved by 12 weeks of age (Fig. 2J). However, the rod-driven ERG remained defective in *Cbp CH* mice (Fig. 2F&M, pink lines). The *p300 CH* mice also developed decreased rod ERG responses (Fig. 2F&M, orange lines) relative to *Cre-negative* littermates (black lines) as they aged, despite the normal appearance of their retinas at all ages, and normal rod ERGs at 1 month of age (Fig. 1N). These results suggest that a single copy of either *Ep300* or *Cbp* is insufficient to maintain normal retinal function throughout life.

**Figure 2:**
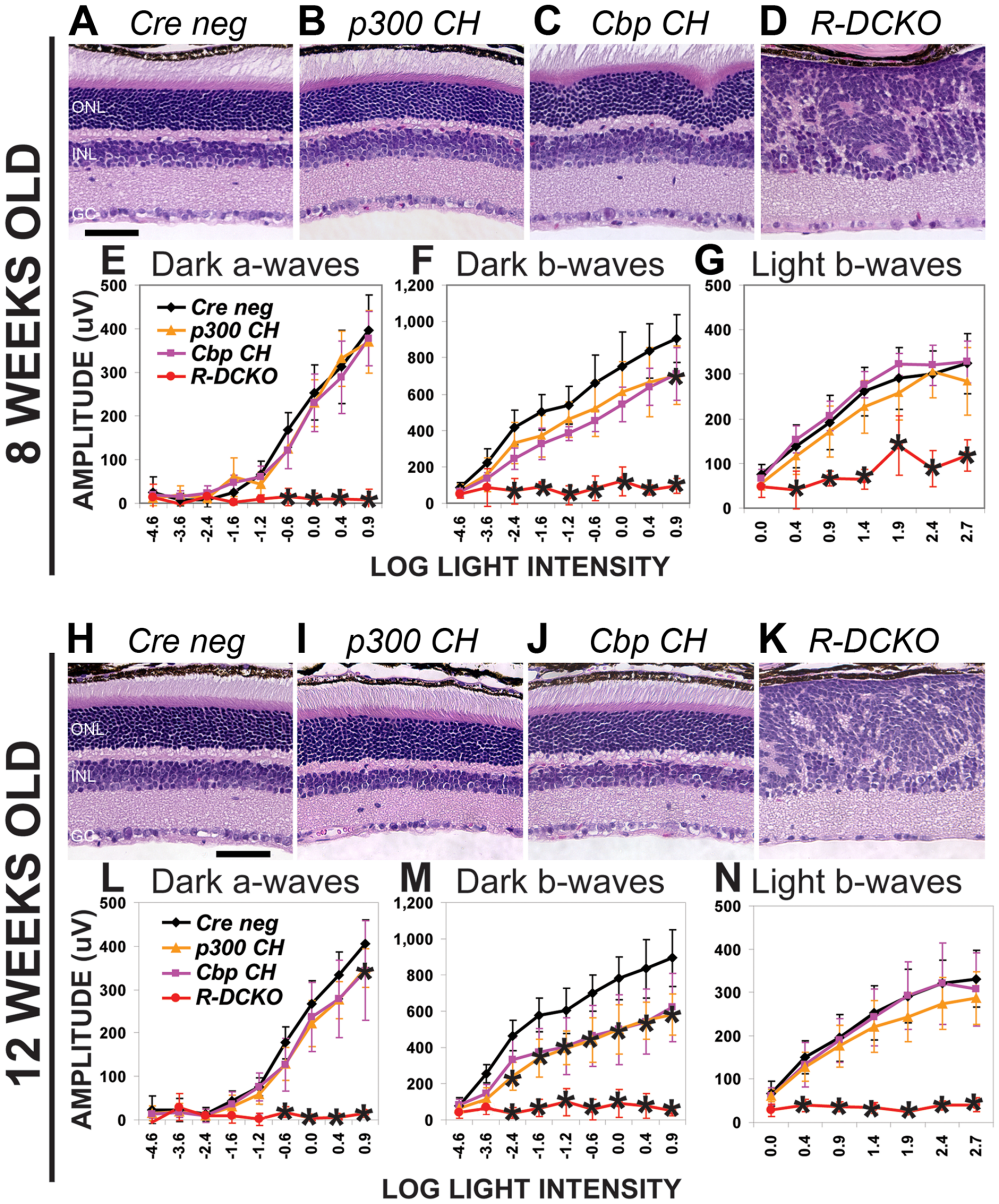
Compound heterozygotes show age-dependent phenotypes. **A**–**D.** Cross-sections of 8-week-old retinas stained with H&E show disrupted morphology similar to that seen at 4 weeks in *Cbp CH* and *R-DCKO* mice. Scale bar  = 50 μm. **E**–**G.** ERG testing shows persistence of the functional impairment in *R-DCKO* retinas (panels F and G). Dark-adapted b-wave deficits in some *p300 CH* mice tested at this time are reflected in the slightly decreased average and broad error bars for this genotype (Panel F orange line). Two-way repeated measures ANOVA indicated significance at p<0.0001 for dark-adapted a-waves (Panel E), b-waves (Panel F), and light-adapted b-waves (Panel G). **H**–**K.** Cross-sections of 12-week-old retinas stained with H&E. Morphologic abnormalities in *Cbp CH* retinas (panel J) have resolved, although whorls and rosettes are still seen in *R-DCKO* retinas (panel K). Scale bar  = 50 μm. **L**–**N.** ERG testing at 12 weeks revealed decreases in function in both *Cbp CH* and *P300 CH*, and *R-DCKO* retinas have lost cone responses in addition to rod function. Two-way repeated measures ANOVA indicated significance at p<0.0001 for dark-adapted a-waves (Panel L), b-waves (Panel M), and light-adapted b-waves (Panel N). Asterisks (*) indicate p<0.001 vs. *Cre negative* controls in post-hoc tests.

To determine if the onset of the morphological disruption in *R-DCKO* and *Cbp CH* mice correlated with the loss of *p300/CBP* expression, retinas were examined histologically at P7, P10, P14 and P21 (Fig. 3A). Control and *R-DCKO* retinas were also examined for p300 immunoreactivity (Fig. 3B). At P7, before morphologic abnormalities appear in *R-DCKO* retinas, a few ONL cells show decreased p300 staining. At P10, as the number of p300-negative cells increases, irregularities in ONL structure begin to appear in *R-DCKO* but not compound heterozygote retinas. By P14, whorls and rosettes are seen throughout the *R-DCKO* ONL, and most cells in this layer have lost p300 (and CBP, data not shown) immunoreactivity. By P21, the only remaining p300-positive cells in the outer retina of *R-DCKO* also react with antibodies to cone proteins (see Fig. 1L and Supplemental Fig. S2A&B), indicating that they are displaced cone photoreceptors. Thus, the severity and timing of phenotype development directly correlate with the loss of expression of *Ep300/Cbp* in the conditional knockout retinas. Similar temporal development of the *Cbp CH* phenotype was also detected: Irregularities are first apparent at P14 (Fig. 3A) and persist through 8 weeks of age (Fig. 2C), but resolve by 12 weeks (Fig. 2J).

**Figure 3:**
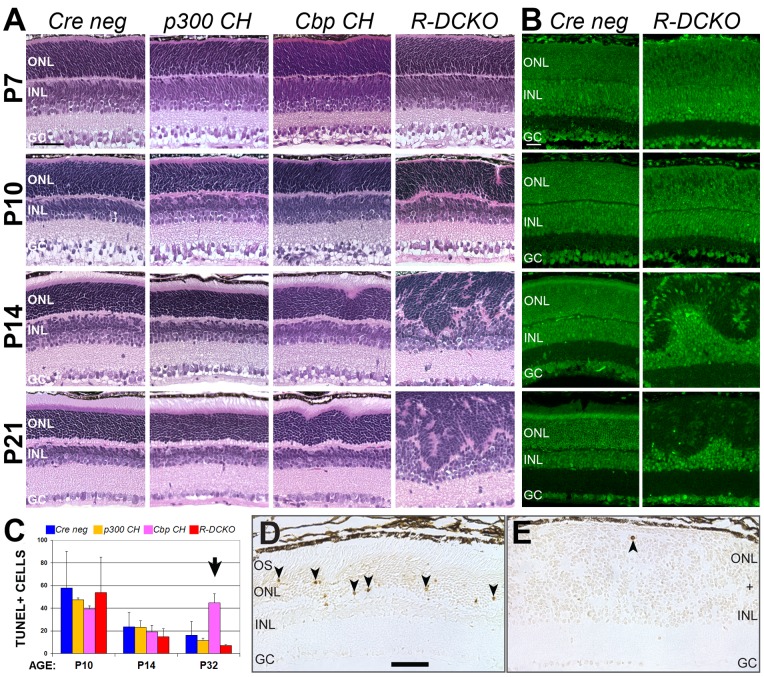
Development of conditional knockout phenotypes. **A.** H&E-stained sagittal sections of retinas from mice representing each indicated genotype (see Table 1), at the indicated ages. Irregularities appear in the ONL of *R-DCKO* mice at P10, and in *Cbp CH* retinas at P14. Scale bar  = 50 μm. **B.** Immunofluorescence staining for p300 (green) shows progressive loss of p300 from ONL cells of *R-DCKO* retinas between P7 and P14. Scale bar  = 25 μm. **C.** TUNEL staining for cell death was performed on three retinas of each genotype at P10, P14, and P32. TUNEL positive cells were only increased relative to age-matched *Cre negative* controls in *Cbp CH* retinas at P32 (arrow). **D.** P32 *Cbp CH* retina showing TUNEL positive cells (black arrowheads). These are frequently seen near ONL irregularities. **OS**, outer segments. Scale bar  = 50 μm. **E.** P32 *R-DCKO* retina containing one TUNEL+ cell (black arrowhead). *R-DCKO* retinas do not show increased cell death relative to *Cre-negative* littermates at any age examined.

To determine whether cell death contributes to the structural and functional defects, we stained for cells containing fragmented DNA using the “Terminal Deoxynucleotidyl Transferase dUTP Nick End Labeling” (TUNEL) assay [48]. When TUNEL-positive cells in retina sections from P10, P14, and P32 animals were counted (Fig. 3C), the only significant difference from age-matched *Cre-negative* control eyes was seen in *Cbp CH* eyes at P32 (pink bar indicated by arrow in Fig. 3C). As shown in Fig. 3D, TUNEL-positive cells in these eyes were frequently found near the abnormal ONL folds, suggesting that these morphologic abnormalities may be resolved through cell death, as has been reported in the *Nr2e3*-null mutant mouse *rd7* [49]. *R-DCKO* retinas showed very few TUNEL-positive cells at this age (Fig. 3E). Immunostaining for histone H2A.X (Supplemental Fig. S3A), which recognizes double-stranded DNA breaks, supported this finding. Cell proliferation in the retina is mostly complete by the time *Rho-iCre* expression begins at P5, but re-entry of CKO cells into the cell cycle could contribute to the abnormal morphology of *R-DCKO* retinas. To investigate whether this occurs, P7 – P14 retinal sections were stained for proliferation markers Ki67 and phosphorylated histone H3 (Supplemental Fig. S3B shows P14, Supplemental Fig. S3C shows P10). Very few cells were positive for either marker in sections from any genotype at any of these ages, and no significant differences were found between *Cre-negative* and *R-DCKO* sections. *R-DCKO* outer retina cells also did not show increases in markers associated with other mature retina cell types (Supplemental Fig. S2) or retinal progenitors (Supplemental Fig. S4). These results suggest that conditional knockout of p300/CBP in differentiated rods does not increase either cell death or proliferation, or lead to a change in cell fate.

### Loss of p300 and CBP in rods alters the characteristic nuclear chromatin organization

Rod photoreceptors in the mouse retina have a unique chromatin organization: After birth but before the eyes open, dense, gene-poor heterochromatin usually found at the nuclear periphery in other cell types is positioned at the center of rod cell nuclei, surrounded by a peripheral ring of euchromatin (Fig. 4A, “*Cre neg*”) enriched for transcriptionally active DNA [44] [50]. In *R-DCKO* mice, the rods begin to develop this unique chromatin organization around P10, but the process reverses after P12 (data not shown). Most cells in the adult *R-DCKO* ONL show dense heterochromatin in a thin ring at the nuclear periphery and one or two small condensations in the inner nucleus (Fig. 4A, *“R-DCKO”*), a chromatin distribution pattern more similar to inner nuclear layer cells than to wild-type rods. Retinas from both compound heterozygote genotypes also show increases in electron-lucent euchromatin, but retain large dense heterochromatin domains in the center of their nuclei (Fig. 4A, *“p300 CH”* and *“Cbp CH”*). Quantification of the percentage of total nuclear area taken up by heterochromatin (Fig. 4B) shows that heterochromatin is decreased relative to euchromatin in these CKO retinas. These results suggest that *Ep300/Cbp* are involved in maintaining the characteristic nuclear chromatin organization in mouse rods.

**Figure 4:**
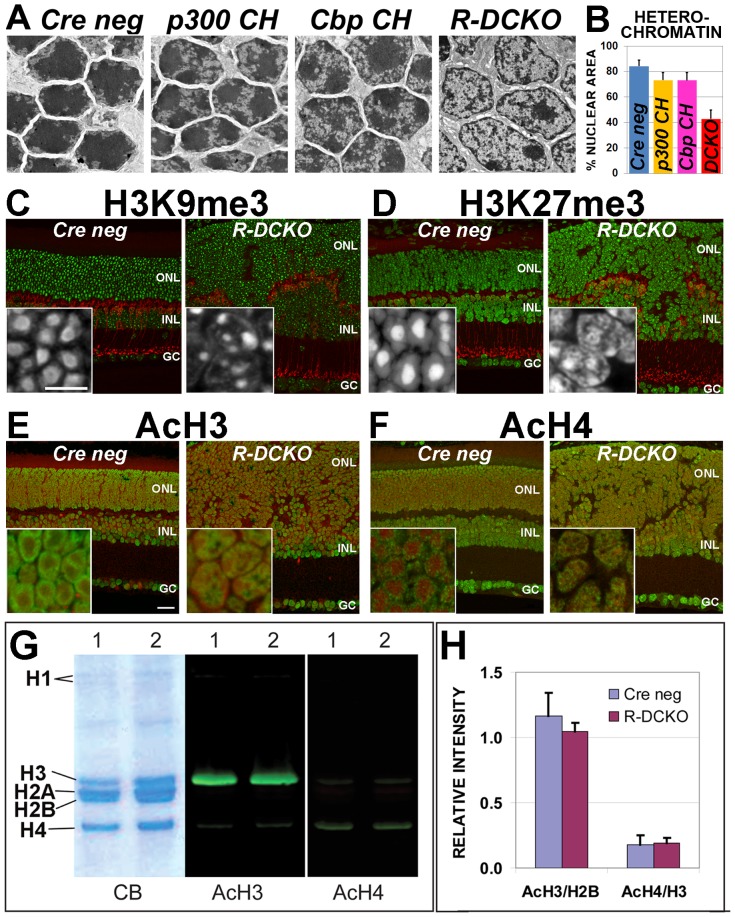
Loss of p300/CBP leads to chromatin decondensation and changes in distribution of histone marks in *R-DCKO* nuclei. **A.** Electron micrographs of nuclei in the ONL of P22 retinas. Compared to *Cre neg* control littermates, compound heterozygotes (*p300 CH* and *Cbp CH*) show slight increases in euchromatin (light areas within nuclei). In *R-DCKO* nuclei areas of euchromatin are greatly increased, and electron-dense heterochromatin appears reduced. **B.** Heterochromatin was quantified as a percentage of the total nuclear area in 50 nuclei from 10 micrographs for each genotype. Error bars  = 1 SD. Differences from *Cre neg* values were significant at p<0.0001. **C & D.** Comparison of immunoreactivity patterns for repressive histone marks H3K9me3 (green in panel C, white in insets) and H3K27me3 (green in panel D, white in insets) in control (left image) and *R-DCKO* (right image) retinas confirm loss of the characteristic rod chromatin condensation pattern in *R-DCKO* outer retina cells. Anti-PKC-alpha (red) marks bipolar cells. **E & F.** Comparison of immunoreactivity patterns for acetylated histone H3 (AcH3, green in panel D) and H4 (AcH4, green in panel E) reveals the redistribution of these activation marks in *R-DCKO* cells, corresponding to loss of the characteristic peripheral rod euchromatin distribution pattern. DNA is counterstained with Draq-5 (red). Scale bars: cross-sections  = 20 µm, insets  = 10 µm. **G.** Western blots of acid-extracted retinal histones from 15-week-old *Cre-negative* (1) or *R-DCKO* (2) retinas. CB, Coomassie blue stained gel. AcH3, blot stained for acetylated histone H3; AcH4, blot stained for acetylated histone H4. **H.** Quantification of band fluorescence intensities for AcH3 levels relative to total H2B levels, and AcH4 levels relative to total H3 levels at P20 did not show significant differences between *Cre neg* and *R-DCKO* samples.

Acetylated and methylated histone marks associated with gene activation and repression define concentric chromatin domains in wild-type mouse rod photoreceptor nuclei [49]. “Repressive” marks (trimethylation of H3K27, H3K9 and H4K20) are typically localized to heterochromatin in the dense nuclear core. “Activation” marks associated with euchromatin (H3 and H4 acetylation and H3K4 tri-methylation) are localized to the nuclear periphery, where transcription takes place. We therefore compared the distribution of two repressive histone marks: H3K9me3 (Fig. 4C) and H3K27me3 (Fig. 4D), and two activation marks: AcH3 (Fig. 4E) and AcH4 (Fig. 4F), in *Cre-negative* and *R-DCKO* retinas. The two repressive marks are redistributed in *R-DCKO* rod nuclei: unlike the large area of intense staining in the center of control rod nuclei, *R-DCKO* retinas show smaller, fragmented areas of intense reactivity with a weak ring of stain at the nuclear periphery (Fig. 4C&D). The two activation marks, which are found in a ring near the nuclear periphery in control rods, form scattered speckles in the middle of *R-DCKO* ONL cell nuclei (Fig. 4E&F). Thus, the nuclear organization of histone-marked territories is altered in *R-DCKO* rods, consistent with the heterochromatin and euchromatin redistribution seen by ultrastructural analysis.

To determine whether this altered nuclear organization reflects changes in global levels of acetylated histone H3 and H4, the products of p300/CBP and other acetyltransferases, quantitative Western blots were performed using the Li-Cor Odyssey Infrared Imager to compare AcH3 and AcH4 levels of *R-DCKO* vs. control retinas (Fig. 4G&H). No significant changes in total retinal AcH3 and AcH4 levels were detected in 4-week old *R-DCKO* vs. control retinas, as measured by fluorescent band intensities normalized to total histone H2B or H3 bands (Fig. 4H). Similar results were obtained at P14, P20 and 6 weeks (data not shown). Since rods constitute 70% of cells in the mouse retina, these results, together with the similar overall intensity of AcH3/AcH4 immunostaining of *R-DCKO* vs control retinas, suggest that p300/CBP depletion does not alter total levels of acetylated histone H3 and H4, although their distribution within the nucleus is affected.

### Loss of p300 and CBP in rods alters gene transcription and promoter-bound acetylated H3/H4

To investigate global gene expression changes underlying the morphological and functional defects in *R-DCKO* eyes, we performed microarray analysis on P14 whole retina samples. P14 was chosen because 1) CRE-mediated p300/CBP depletion is complete at this age (Fig. 3B); 2) previous findings showed that CRX-dependent p300/CBP recruitment to CRX target genes reaches a peak at this age [5]; and 3) secondary effects on bipolar, horizontal, and Mueller cell gene expression should be minimal this early. Three samples representing each genotype were tested in triplicate on Illumina BeadArray Mouse WG-6 V2 chips. 

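Whole retinas at P14 were measured on 24 arrays, 3 for each of 8 genotypes. *Cre neg* mice, the controls, carry floxed alleles of both *Ep300* and *Cbp* (*Crebbp*) and no Cre. *RCre+* mice carry *Rho-iCre*, a transgene that drives Cre recombinase in rods, with wild-type alleles of both genes, and C57Bl/6 mice carry neither. Both *Ep300* alleles are floxed in *p300KO* and both *Cbp* alleles in *CbpKO*. *p300 CH* mice keep 1 wild-type *Ep300* allele and *Cbp CH* mice 1 wild-type *Cbp* allele, and *R-DCKO* mice carry floxed alleles of both genes only, with *Rho-iCre*. The array labels name a single animal for 10 of the arrays. The authors deposited the signal of each probe without normalization, as an average over its beads, with a detection p-value against negative control beads. They also deposited processed signals, which equal a quantile normalization of the 24 arrays minus 1 constant (225.61), whereas the methods name Average normalization in GenomeStudio. The values below start from the signals without normalization. Background was removed with limma (nec, from the detection p-values), each array was scaled to the same mean over all probes, 16 was added and log2 was taken. Probes with a detection p under 0.05 on at least 3 arrays were kept, 23076 of 45281, and they represent 12151 named genes. A gene with several probes is represented by the kept probe with the highest mean signal. Each genotype was compared with *Cre neg* in 1 limma model with a mean per genotype, and adjusted p-values (Benjamini-Hochberg) cover all kept probes. Percentages of *Cre neg* are ratios of group mean signals before 16 was added, with the SD of the 3 arrays.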

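The number of probes detected per array was 18032 to 19914 (median 19517) in *Cre neg*, 18225 to 21116 (median 19625) in *RCre+* and 14446 to 19682 (median 18742) in C57Bl/6. It was 18378 to 19674 (median 19336) in *p300KO*, 18734 to 20760 (median 19163) in *CbpKO*, 17731 to 20654 (median 19213) in *p300 CH*, 18329 to 20141 (median 18568) in *Cbp CH* and 18006 to 20589 (median 19359) in *R-DCKO*. The median signal of detected probes was 2 to 3.14 times that of undetected probes with a high detection p, and the number of arrays limits the precision of each value. The array C57Bl/6 3 had a mean correlation of 0.822 with the other arrays, which had 0.938 to 0.974. *Ep300*, which encodes p300, stood at 64.6% ± 11.7 (SD, n = 3) of *Cre neg* in *R-DCKO* (adjusted p = 0.53) and at 91.6% ± 9.07 in *p300KO*. *Crebbp*, which encodes CBP, stood at 84.5% ± 38.5 in *R-DCKO* (adjusted p = 0.81) and at 97.8% ± 50.0 in *CbpKO*. Neither gene passed the test in any of the 7 comparisons with *Cre neg*. With C57Bl/6 3 left out of the model *Ep300* passed in *R-DCKO* (adjusted p = 0.0066), and its adjusted p was 0.0025 to 0.9 over the alternatives tried. The place of the *Ep300* and *Crebbp* probes relative to the deleted exons is not given with the arrays, and the inner retina keeps both genes, so these values do not measure the deletion in rods.

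**Figure D1:**
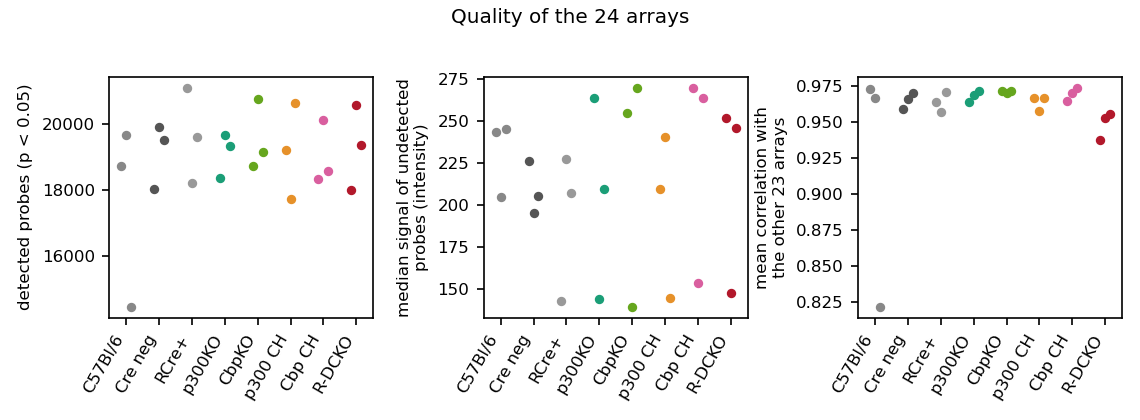
Detected probes (left), median signal of undetected probes with a high detection p (middle) and mean correlation with the other 23 arrays (right) for each of the 24 arrays, by genotype. C57Bl/6 3 has the fewest detected probes (14446) and the lowest mean correlation (0.822).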

Each microarray sample contained pooled RNA from a male and female littermate of the same genotype, to control for any sex-related differences. The raw datasets are available through the NCBI GEO website (http://www.ncbi.nlm.nih.gov/geo/, accession number GSE47699). Results were examined using Illumina GenomeStudio V1.6 software, and genes with differential scores greater than 13.0 (*P*<0.05) vs the *Cre-negative* control group were considered differentially expressed. Dramatic changes in expression were seen in the *R-DCKO* retinas: 520 genes were differentially down-regulated (Supplemental Table S2) and 579 were up-regulated (Supplemental Table S3). 

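The genes with the largest falls in *R-DCKO* retinas included several of the rod light response. *Guca1b*, an activator of the guanylate cyclase of photoreceptors, fell to 2.66% ± 0.834 (SD, n = 3 arrays) of *Cre neg* (log2 change -5.15, standard error 0.44, adjusted p = 2e-07). *Fscn2*, an actin-bundling protein of photoreceptors, fell to 3.1% ± 1.53 (adjusted p = 2e-10), and *Pde6a*, a subunit of rod phosphodiesterase, to 6.12% ± 3.84 (adjusted p = 1.1e-05). *Slc24a1*, the ion exchanger of rod outer segments, fell to 8.29% ± 6.76 (adjusted p = 5.8e-05), and a probe of *Sag*, rod arrestin, to 10.6% ± 9.34 (adjusted p = 7e-06). The *Sag* probe with the highest signal fell less, to 43.3%. Outside phototransduction, *Pdzph1* fell to 3.59% ± 0.817, the water channel *Aqp1* to 6.8% ± 2.31, the secreted protein *Ccn4* to 6.02% ± 2.11 and the transporter *Slco4a1* to 8.3% ± 3.71. Apart from *Prm1*, rises were smaller. *Txnip*, an inhibitor of thioredoxin and of glucose uptake, rose to 685% ± 328 (log2 change 2.62, standard error 0.28, adjusted p = 3.2e-06), and *Blvrb*, a biliverdin reductase, to 471% ± 168 (adjusted p = 1.3e-05). *Noc2l*, an inhibitor of histone acetyltransferases, rose to 451% ± 95.9 and *Kbtbd13* to 537% ± 263. The histone genes *H2ac20*, *H2ac18*, *H2ac21* and *H2bc21* rose to between 432% and 601%, and *H2ac20* lost its call without *Cre neg* replicate 1 (adjusted p = 0.054, from 1.6e-07 to 0.054 over the alternatives tried). *Dnase2a*, a lysosomal nuclease, and *Tfcp2l1* were not detected in *Cre neg* and were at least 2.73-fold and 2.11-fold higher after background removal. The call of *Dnase2a* was lost without background correction (adjusted p = 0.05, from 5.1e-09 to 0.05 over the alternatives). Under that setting the log2 changes of *H2ac21*, *Noc2l*, *Kbtbd13* and *Ccn4* were 0.80, 1.20, 0.77 and -2.01. *Prm1*, a protamine of sperm, stood at 8300% ± 5390, and it was higher on each of the 18 arrays with *Rho-iCre* than on the 6 arrays without it. With *RCre+* in place of *Cre neg* as the control its log2 change was -2.41.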

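In all, 824 probes were higher and 883 were lower in *R-DCKO* than in *Cre neg* at an adjusted p under 0.05 (limma, 3 arrays per genotype), and 4392 had an unadjusted p under 0.05. Of the changed probes 48.3% were higher. The share was 34.5% (511 higher, 970 lower) when arrays were scaled by their median and 60.6% (788 higher, 513 lower) with no scaling, which moved the median of all probes by 0.14 on the log2 scale. With the replicate number as a block in the model 839 probes were higher and 917 lower. Without *Cre neg* replicate 3 there were 466 higher and 597 lower probes, without *R-DCKO* replicate 1 there were 530 and 551, and without *R-DCKO* replicate 2 there were 529 and 678. With only the genotypes compared 417 were higher, the fewest of all alternatives, and 649 lower. The most were 3105 higher and 2761 lower with sets of neighbouring arrays as a block and C57Bl/6 3 left out.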

The wide variety of functions affected (Fig. 5A) indicates that p300 and CBP are involved in expression of many genes required for general cell maintenance as well as photoreceptor-specific structures and functions.

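Genes of energy metabolism and of protein turnover changed in *R-DCKO* retinas beside those of photoreceptors, in lists of genes fixed before the data were examined. Among 16 genes of glycolysis 3 fell and none rose (3 lower when adjusted over the list alone), with a list median of -0.43 on the log2 scale. *Pfkfb2*, a regulator of glycolytic flux, fell to 24.3% ± 3.24 (SD, n = 3) of *Cre neg*, lactate dehydrogenase *Ldha* to 48.4% ± 3.78 and pyruvate kinase *Pkm* to 59.5% ± 9.55. *Pfkfb2* and *Ldha* are also among the genes that the paper reports as lower on these arrays. Transcripts for proteins of the mitochondrial ribosome were higher, with a list median of 0.42 and 71 of 72 genes above 0. Of the 72 genes 8 rose (10 when adjusted over the list alone), among them *Mrpl58* (174% ± 16.9), *Mrps5* (158% ± 11.5) and *Mrpl17* (147% ± 12.3). Of 39 proteasome genes 4 rose (5 when adjusted over the list alone), with a list median of 0.31 (0.47 with no scaling). *Psme1*, an activator of the proteasome, rose to 205% ± 8.03, its partner *Psme2* to 336% ± 52.5 and the subunit *Psmb3* to 150% ± 8.54. Of 85 genes of oxidative phosphorylation 1 rose (*Ndufa6*, 143% ± 5.53) and 1 fell (the assembly factor *Ndufaf5*, 60.4% ± 4.28), none when adjusted over the list alone, and the list median was 0.25. In limma's camera test with a preset correlation, adjusted over 36 lists, p was 0.0011 for glycolysis, 1.8e-08 for the mitochondrial ribosome, 4e-04 for the proteasome and 0.017 for oxidative phosphorylation. With an estimated correlation these were adjusted p = 0.035, adjusted p = 0.041 and adjusted p = 0.011, and adjusted p = 0.39 for oxidative phosphorylation. That last call was also lost without *Cre neg* replicate 2 (adjusted p = 0.2), without *R-DCKO* replicate 1 (adjusted p = 0.13) and against the mean of the 3 control genotypes (adjusted p = 0.072), with a range of 0.00028 to 0.2 over the alternatives.

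**Figure D2:**
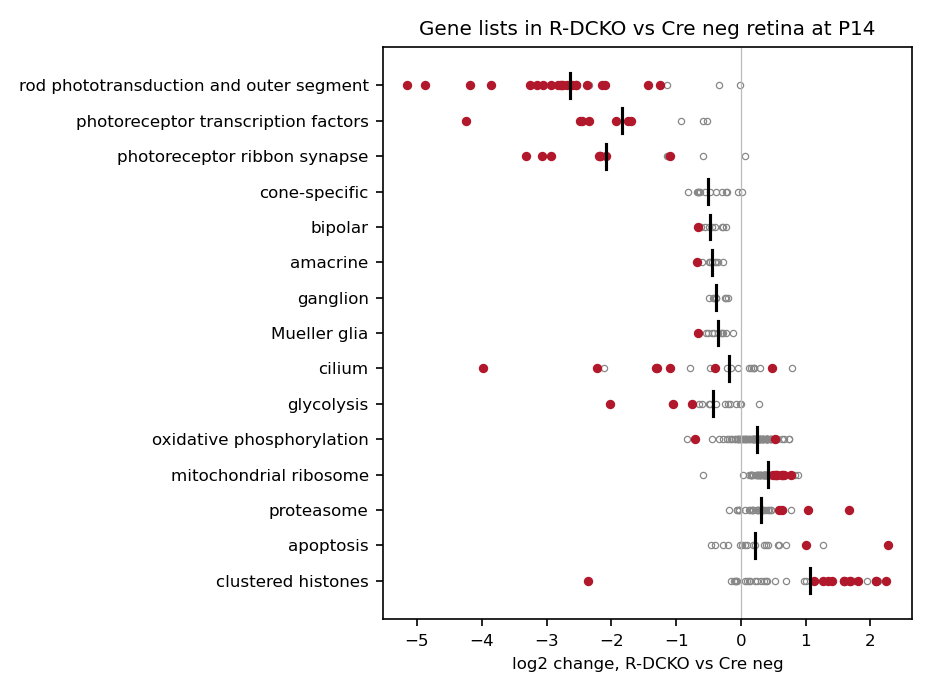
Log2 change in *R-DCKO* against *Cre neg* (horizontal axis) of each measured member of 15 gene lists. Filled red points have an adjusted p under 0.05, open grey points do not, and black bars are list medians, from -2.64 for rod genes to 1.07 for clustered histones.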

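By the categories of Table S2, the genes with a metabolic or mitochondrial function form the largest group with a known function, and 97 of the 113 measured here were lower (list median 42.2% of *Cre neg*). Lower too were 33 of 40 genes of transcription and translation (median 47.8%), 14 of 18 genes of intracellular transport (median 34.4%), 13 of 19 genes of neuron function (median 43.8%) and 10 of 11 genes of DNA damage and repair (median 56.4%). Over the whole table 394 genes were matched by symbol to a kept probe, and 331 of them were lower (84%) and none was higher. The genes of Table S2 were chosen on these same samples, so their direction here is not independent evidence. From the range of these functions, the paper concludes that p300 and CBP take part in the expression of genes for cell maintenance in general and for the structures and functions of photoreceptors.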

**Figure 5:**
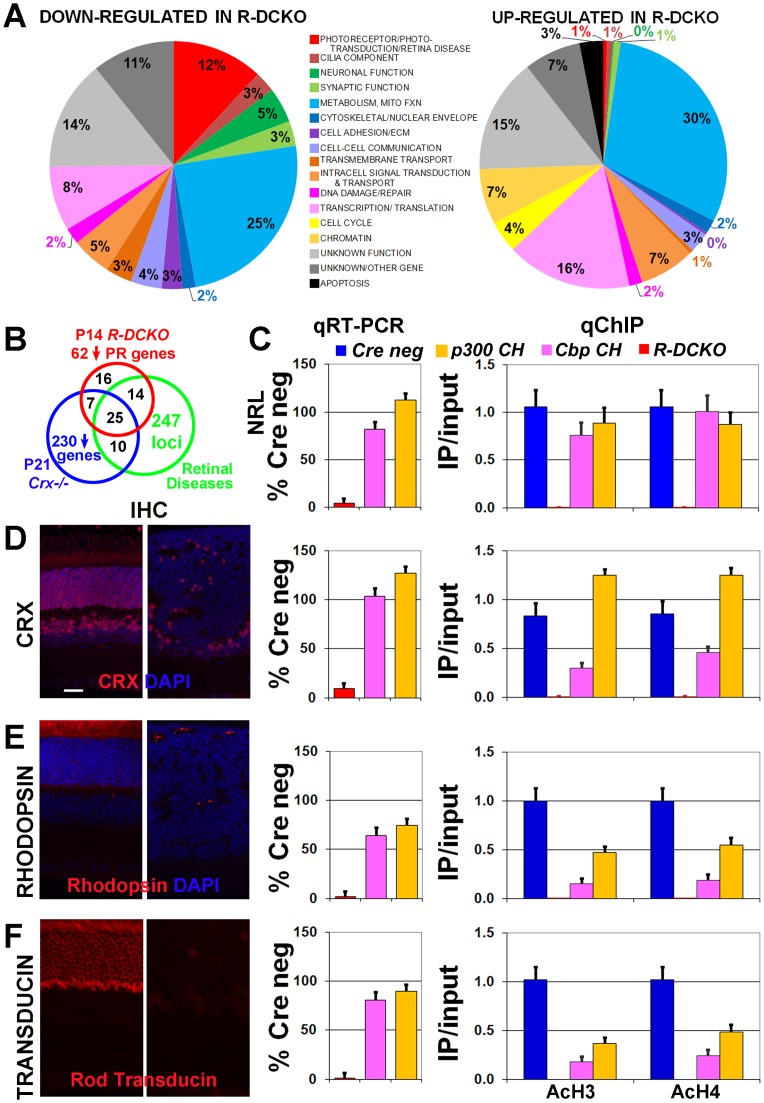
Expression of photoreceptor genes is decreased in *R-DCKO* retinas. **A.** Summarized microarray findings for *R-DCKO* vs. *Cre neg* retinas. Each gene was categorized by the cell process in which it functioned, and results for each category are represented as a percentage of all the down- or up-regulated genes (see Supplemental Tables 2 & 3 for details). **B.** Schematic distribution of the 62 down-regulated photoreceptor or phototransduction-related genes in *R-DCKO* microarrays (red), compared with the 247 retinal disease loci listed in RetNet (https://sph.uth.edu/RetNet/home.htm; green) and a list of 230 genes down-regulated in *Crx^−/−^* retinas compiled from published sources [51]–[53]. Numbers in overlapping areas indicate the numbers of genes affected in both/all three conditions. All overlapping genes are listed in Supplementary Tables S4 and S5. **C**–**F.** Expression of the indicated rod gene (**C.** ***Nrl*** **; D.** ***Crx;*** **E.** ***Rhodopsin (Rho);*** **F.** ***Rod Transducin (Gnat1)***) was assessed by quantitative RT-PCR (**qRT-PCR**) at P14, and is expressed as percent of the level of *Cre-negative* littermate controls (***% Cre neg***). Protein localization was verified by immunohistochemistry (**IHC**) at P30. Scale bar  = 20 µm for all images. Levels of acetylated histone H3 **(AcH3)** or H4 **(AcH4)** on the respective promoter was determined by quantitative chromatin immunoprecipitation (**qChIP**) at P14, and is expressed as the value from the immunoprecipitated sample divided by the value from the untreated “input” sample, multiplied by 100 (“IP/input”).

Many of the photoreceptor genes down-regulated in *R-DCKO* retinas appear in published lists of retina disease genes (https://sph.uth.edu/RetNet/home.htm), and genes affected in retinas of mice with knockout of the earliest expressed photoreceptor regulatory gene, *Crx* [51] [52] [53]. Figure 5B shows a Venn diagram summarizing the overlap between these gene sets and the 62 photoreceptor-related genes decreased in *R-DCKO* retinas. *Ep300/Cbp* conditional knockout decreased expression of 45 genes associated with retinal diseases (Supplemental Table S4). 

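Of the 45 genes of Table S4, 43 have a named probe among those kept, and 38 of these were lower in *R-DCKO* retinas than in *Cre neg* (88.4%). All 43 stood below 100%. They include genes of the rod outer segment, such as the tetraspanins *Prph2* (19.2% ± 10.9 of *Cre neg*, SD, n = 3, adjusted p = 1e-05) and *Rom1* (18.7% ± 10.2, adjusted p = 4.5e-06) and the retinoid transporter *Abca4* (14.8% ± 5.55, adjusted p = 1e-07). The retinol dehydrogenase *Rdh12* fell to 15.1% ± 5.64 (adjusted p = 9.2e-09), and the Bardet-Biedl syndrome gene *Bbs5* to 41.2% ± 13.9 (adjusted p = 0.0079). *Mak* (21.9%), *Myo7a* (43.6%), *Htra1* (48.9%), *Pla2g5* (49.9%) and *Ttc8* (57.5%) did not pass the test (adjusted p from limma over all kept probes). *Rho* and *Arl6* have no named probe among those kept and were not analysed here. Table S4 was drawn up by the study from these same samples, so the direction of its genes is not independent evidence.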

Interestingly, three additional retinal disease genes expressed in rods were up-regulated in *R-DCKO* retinas: *“Topoisomerase I Binding, Arginine/serine-rich”* (*Topors,* 147% of control levels), *“Transmembrane Protein 126A”* (*Tmem126a,* 160%), and “*Retinitis Pigmentosa 9*” (*Rp9,* 232%). 

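*Rp9*, a nuclear protein mutated in a form of retinitis pigmentosa, rose in *R-DCKO* retinas to 228% ± 34.9 (SD, n = 3) of *Cre neg*, a log2 change of 1.16 (standard error 0.24, adjusted p = 0.004). A second *Rp9* probe gave 237% ± 43.8 (adjusted p = 0.0022). *Topors*, a ubiquitin and SUMO ligase, stood at 148% ± 17.6, a log2 change of 0.56 (standard error 0.25, adjusted p = 0.22). *Tmem126a*, a mitochondrial membrane protein, stood at 160% ± 16.0, a log2 change of 0.68 (standard error 0.36, adjusted p = 0.34). For both genes the *R-DCKO* arrays did not overlap the *Cre neg* arrays, which chance gives for 10% of probes when either direction counts, but only *Rp9* passed limma's test over all kept probes. Against the mean of the 3 control genotypes *Topors* passed as well (adjusted p = 0.021), and over the alternatives tried its adjusted p was 0.0045 to 0.46. With C57Bl/6 3 left out of the model *Tmem126a* passed (adjusted p = 0.0049), and over the alternatives its adjusted p was 0.0049 to 0.59.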

Among the genes down-regulated in *R-DCKO* retinas, 101 were also reported decreased in *Crx^−/−^* retinas in other studies [51] [52] [53] (Supplemental Table S5). These genes are likely components of the CRX/NRL pathway in rods, consistent with p300/CBP acting as a coactivator. 

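Genes that other studies reported to depend on the photoreceptor transcription factor CRX were lower in *R-DCKO* retinas. Of the 101 genes of Table S5, 84 were matched by the table's symbol to a kept probe, so genes listed under another symbol are left out. Of the 84, 82 were lower than in *Cre neg* (97.6%), with none higher. Examples are *Rcvrn*, the calcium sensor recoverin (18% ± 11.8 of *Cre neg*, SD, n = 3, adjusted p = 0.0019), *Pde6g*, the inhibitory subunit of rod phosphodiesterase (24.8% ± 10.4, adjusted p = 1.1e-06), and *Cnga1*, a subunit of the rod cation channel (13.9%). For 79 of the 84 genes the percentage here lies within a factor of 1.5 of the value in the paper's table. The table keeps only genes that the study called lower on these samples, so its direction is not independent evidence.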

We were not surprised that cone-specific CRX downstream targets, such as cone *opsins*, *transducin* (*Gnat2*) and *phosphodiesterase* (*Pde6c*), were not affected in *Rho-iCre* conditional knockout mice, since *Crx* functions in both rods and cones but *Rho-iCre* only drives *Ep300/Cbp* conditional knockout in rods.

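Transcripts specific to cones stood below *Cre neg* in *R-DCKO* retinas, but none passed the test on its own. The short-wave opsin *Opn1sw* stood at 59.3% ± 11.4 (SD, n = 3) of *Cre neg* (log2 change -0.64, standard error 0.22, adjusted p = 0.085) and the middle-wave opsin *Opn1mw* at 63.3% ± 10.7 (log2 change -0.66, standard error 0.22, adjusted p = 0.082). Cone transducin *Gnat2* stood at 72.1% ± 6.93 (log2 change -0.47, adjusted p = 0.13), the cone phosphodiesterase *Pde6c* at 57.7% ± 15.0 (log2 change -0.81, adjusted p = 0.061) and cone arrestin *Arr3* at 63.4% ± 10.1 (log2 change -0.66, adjusted p = 0.082). For each of these 5 genes the *R-DCKO* and *Cre neg* arrays did not overlap, which chance gives for 10% of probes when either direction counts. With the replicate number as a block *Pde6c* passed (adjusted p = 0.047). Over 14 cone-specific genes, a list fixed before the data were examined, the median log2 change was -0.51, or -0.42 with the gene not detected in *R-DCKO* at its bound, and 13 members were below 0 and 1 above (at 0.02). None passed over all kept probes (limma), and 6 were lower when adjusted over the list alone, the same number as at an unadjusted p under 0.05. Every measured member of the bipolar (median -0.48), amacrine (-0.44), ganglion cell (-0.39) and Müller glia (-0.36) lists was below 0. Camera called the first 2 of these lower (adjusted p = 0.007 and 0.0013, with an estimated correlation adjusted p = 0.037 and 0.26) and not the others (adjusted p = 0.091 and 0.067), but the ganglion cell list was called in 3 of 24 alternatives (adjusted p from 0.012 to 0.25) and that of Müller glia in 8 (from 0.003 to 0.14). No test compared the cone list with them. Camera called the cone list lower (adjusted p = 0.0013, and adjusted p = 0.035 with an estimated correlation). Its median was -0.58 to -0.30 over the alternatives tried, and each kept the call. Alternatives that called single genes gave adjusted p-values as low as 0.0017 for *Opn1sw*, 0.0053 for *Opn1mw*, 0.0037 for *Gnat2*, 4.2e-05 for *Pde6c* and 0.027 for *Arr3*, and the highest were 0.38, 0.34, 0.59, 0.33 and 0.3.

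**Figure D3:**
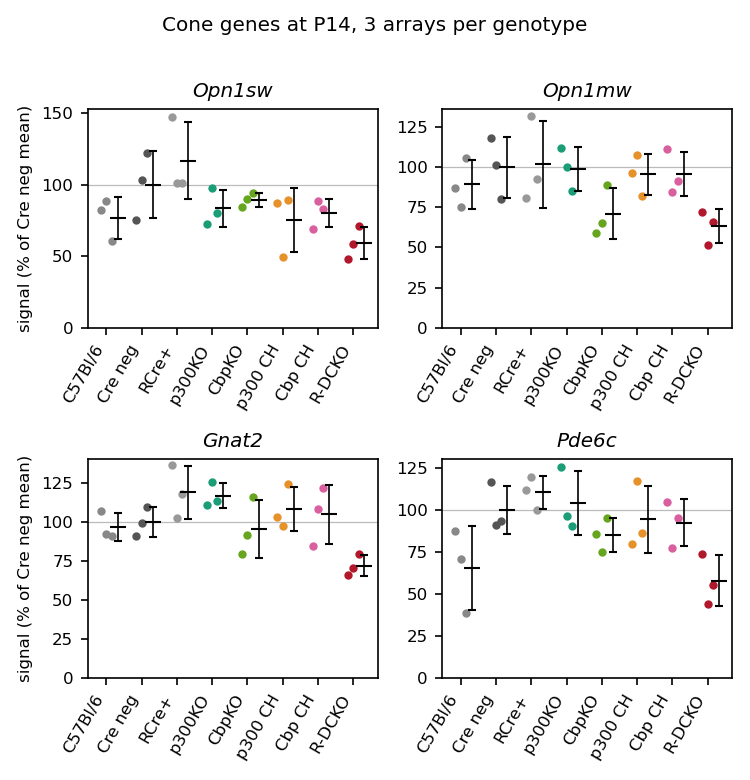
Signal of the cone genes *Opn1sw*, *Opn1mw*, *Gnat2* and *Pde6c* as a percentage of the *Cre neg* mean (vertical axis) on each array of 8 genotypes. Points are arrays and bars are means ± SD of 3 arrays, and in *R-DCKO* the means lie between 57.7% and 72.1%.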

Quantitative RT-PCR (qRT-PCR) and immunohistochemistry (IHC) were used to confirm decreases in expression of a subset of rod photoreceptor genes (Fig. 5C–F and Supplemental Fig. S5A). AcH3/AcH4 levels on the promoter regions of these genes were also investigated by quantitative chromatin immunoprecipitation (qChIP) (Fig. 5C–F and Supplemental Fig. S5B). Importantly, in *R-DCKO* retinas, both microarray and qRT-PCR assays revealed drastically reduced expression of *Nrl*, the rod-specific transcription factor essential for rod identity (23% and 12% of control expression levels, respectively) and *Crx*, the pan rod/cone transcription factor (31% and 29% of controls) (Fig. 5C&D, red bars in qRT-PCR graphs, and Supplemental Tables S2, S4 and S5). 

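*Nrl* and *Crx*, the transcription factors that set rod identity and photoreceptor gene expression, fell in *R-DCKO* retinas. *Nrl* fell to 23.4% ± 16.7 (SD, n = 3 arrays) of *Cre neg*, with the arrays at 9.6%, 42.0% and 18.7%. This is a log2 change of -2.34 (standard error 0.33, adjusted p = 9.2e-05 from limma). *Crx* fell to 30.8% ± 10.3, with the arrays at 23.0%, 42.5% and 27.0%, a log2 change of -1.74 (standard error 0.19, adjusted p = 5.2e-06). *Rorb*, an orphan nuclear receptor upstream of *Nrl*, fell to 25.8% ± 5.46 (log2 change -1.93, adjusted p = 1e-06). These 3 genes kept their direction and their call under each alternative tried, and the log2 changes nearest to 0 were -1.83 for *Nrl*, -1.55 for *Crx* and -1.63 for *Rorb*.

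**Figure D4:**
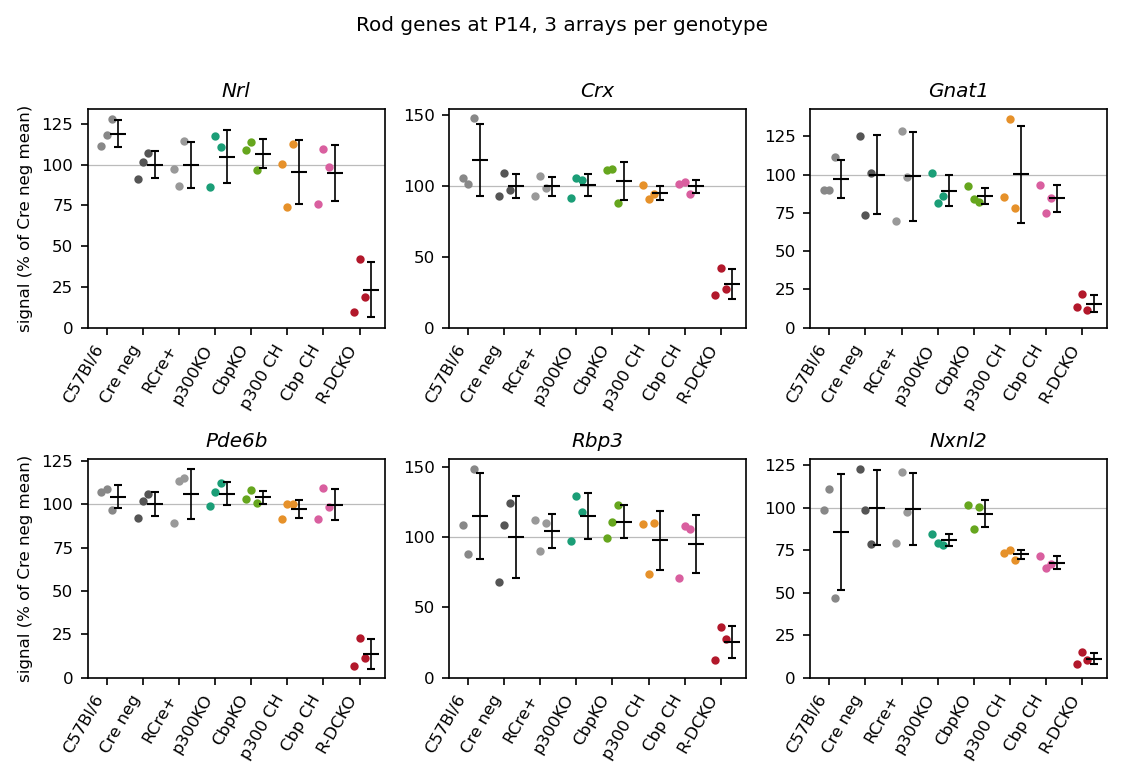
Signal of the rod genes *Nrl*, *Crx*, *Gnat1*, *Pde6b*, *Rbp3* and *Nxnl2* as a percentage of the *Cre neg* mean (vertical axis) on each array of 8 genotypes. Points are arrays and bars are means ± SD of 3 arrays, and in *R-DCKO* the means lie between 11.2% and 30.8%.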

IHC showed that the defect in *Crx* expression is localized to p300/CBP-negative cells (Fig. 5D far left panel and data not shown), indicating a cell-autonomous effect of *Ep300/Cbp* null mutations on *Crx* transcription in target cells. In *R-DCKO* retinas transcription of *Rhodopsin (Rho,* Fig. 5E, red bar in center graph) and *Rod transducin (Gnat1,* Fig. 5F) was abolished (6% and 4% of control levels), consistent with the microarray results (8% and 15% of control levels). 

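Rod transducin *Gnat1* fell in *R-DCKO* retinas to 15.7% ± 5.38 (SD, n = 3) of *Cre neg* at the probe ILMN_2765547, a log2 change of -2.69 (standard error 0.26, adjusted p = 9.6e-07 from limma). A second probe, ILMN_1260029, fell to 2.34% ± 1.94 (log2 change -4.89, standard error 0.81, adjusted p = 0.00048), and it was detected on 1 of the 3 *R-DCKO* arrays. Without background correction the log2 change of the second probe was -2.80. *Rho* has no named probe among those kept and was not analysed here.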

Immunostaining also confirmed little expression of RHO or rod transducin in the *R-DCKO* outer retina (Fig. 5E&F, left panels). 

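The rod phosphodiesterase subunit *Pde6b* fell on the *R-DCKO* arrays to 13.6% ± 8.54 (SD, n = 3) of *Cre neg*, with the arrays at 6.46%, 23.08% and 11.35%. This is a log2 change of -3.06 (standard error 0.27, adjusted p = 3.8e-07 from limma). *Rbp3*, a retinoid-binding protein secreted by photoreceptors, fell to 25.3% ± 11.7, a log2 change of -2.05 (standard error 0.31, adjusted p = 2e-04). *Grm6*, the glutamate receptor of bipolar cells, stood at 72.2% of *Cre neg* and did not pass the test (log2 change -0.45, adjusted p = 0.38).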

Marked decreases in transcription of other rod genes *Pde6b* (12% by qRT-PCR vs 14% by microarray), and *Rbp3* (31% by qRT-PCR vs 25% by microarray) were also confirmed (Supplemental Fig. S5A, red bars). *Cone opsin* (*Opn1MW* and *Opn1SW*) transcription was not affected (Supplemental Fig. S5A). In contrast to the rod-to-cone fate switch seen in *Nrl^−/−^* retinas [54] [55], p300/CBP*-*negative cells in *R-DCKO* retinas do not express cone markers, including cone arrestin (Fig. 1L) or cone opsins (Supplemental Fig. S2A&B).

Chromatin immunoprecipitation assays revealed that knockout of both *Ep300* and *Cbp* in rods completely removed AcH3 and AcH4 marks from the promoter of *Nrl*, *Crx*, *Rho, Gnat1* (Fig. 5C–F, right graphs, red bars), and *Pde6b* (Fig. S5C). These results are consistent with the lack of expression of these genes. AcH3 and AcH4 marks were moderately decreased on the cone *opsin* gene promoters in *R-DCKO* retina (Fig. S5B&C) despite the normal expression levels of these genes. The *Rbp3* promoter, which is expressed in both rods and cones, showed only slightly decreased levels of acetylated histones, comparable to levels on the promoter of the bipolar cell gene *“Metabotropic glutamate receptor type 6”* (*Grm6,* Fig. S5B), despite the decrease in transcription seen both by microarray (25% of controls, Supplemental Tables S2, S4, S5) and qRT-PCR (31% of controls, Supplemental Fig. S5A). These results suggest that AcH3/AcH4 level changes are gene- and cell-type specific.

In compound heterozygous mice (*Cbp CH or p300 CH*), one copy of either *Ep300* or *Cbp* was sufficient to preserve expression of both *Nrl* and *Crx* transcription factors (Fig. 5C&D, center graphs, pink and orange bars vs red), consistent with the higher AcH3 and AcH4 levels seen on the *Nrl* and *Crx* promoters in these retinas (Fig. 5C&D, right graphs, pink and orange bars vs. red). Expression of rod genes and promoter AcH3/AcH4 levels was partially restored (Fig. 5C–F and Supplemental Fig. S5), with *Ep300* (orange bars) more effective than *Cbp* (pink bars), consistent with the morphological and functional data. As expected, cone gene transcription was not affected in compound heterozygous mice (Supplemental Fig. S5A), although *Opn1MW* promoter AcH3/AcH4 levels were still moderately decreased (Supplemental Fig. S5B, orange and pink bars vs. blue). Taken together, the results of all expression assays suggest that p300/CBP keep chromatin containing rod transcription factors and structural genes in a transcriptionally active configuration (marked by AcH3/AcH4), to maintain rod cells in their terminally differentiated state.

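Rod genes fell together in *R-DCKO* retinas. Of 27 genes of rod phototransduction and the outer segment, a list fixed before the data were examined, 22 were lower and none was higher (24 lower when adjusted over the list alone), and the list median was -2.64 on the log2 scale. They include *Cnga1*, a subunit of the rod cation channel (13.9% ± 8.6 of *Cre neg*, SD, n = 3), *Grk1*, rhodopsin kinase (11.5% ± 5.7), and *Rgs9*, which shuts off transducin (15.4% ± 6.05). Of 10 photoreceptor transcription factors 7 were lower and none was higher (9 lower when adjusted over the list alone), with a list median of -1.84. The nuclear receptor *Esrrb* fell to 5.58% ± 2.78, *Ankrd33* to 18.4% ± 6.69 and *Samd7* to 18.9% ± 10.5. *Otx2*, which acts upstream of *Crx*, stood at 69.2% ± 9.43 (log2 change -0.53, adjusted p = 0.057), and *Rax* and *Neurod1* did not pass the test either. Camera called both lists lower (adjusted p = 3.3e-37 and 4.7e-15, and adjusted p = 0.0043 for each with an estimated correlation). Both lists hold genes that the paper reports as lower on these same arrays, so their fall is not fully independent evidence. In the compound heterozygotes the rod list lay slightly below 0, with a median of -0.10 in *p300 CH* and -0.10 in *Cbp CH*. Its means were further from 0, at -0.23 and -0.19. No member passed the test over all kept probes (1 lower in each when adjusted over the list alone). Against *RCre+*, which carries *Rho-iCre* as well, the medians were -0.18 and -0.19. Camera called both lower with the preset correlation (adjusted p = 0.0037 and 0.001) but not with the estimated one (adjusted p = 0.58 and 0.7). Against *Cre neg* the preset correlation called the rod list lower in *p300 CH* (adjusted p = 0.026) and in *Cbp CH* (adjusted p = 0.014), but not the estimated correlation (adjusted p = 0.8 and adjusted p = 0.77). In *Cbp CH* the list median was 0.10 with no scaling and 0.04 with scaling by *Actb* and *Gapdh*, where the median of all probes was 0.18 and 0.13, so the list stayed below it and camera kept the call (adjusted p = 0.01 and 0.0071, from 0.0012 to 0.22 over the alternatives). The call was lost under 7 alternatives, with medians of -0.16 to -0.04, among them those without *Cre neg* replicate 1 or 3 and without *Cbp CH* replicate 1 or 3. In *p300 CH* 4 alternatives lost the call, with medians of -0.21 to -0.04, among them those without *Cre neg* replicate 1 or 3 and without *p300 CH* replicate 2. The transcription factors had medians of -0.02 in *p300 CH* (adjusted p = 0.13) and -0.04 in *Cbp CH* (adjusted p = 0.033, and adjusted p = 0.77 with an estimated correlation), with *Mef2c* the 1 member lower in each. In *Cbp CH* that median was 0.15 with no scaling and 0.10 with scaling by *Actb* and *Gapdh*, again below that of all probes, and 8 of 22 alternatives kept the call (adjusted p from 0.014 to 0.24). Those that lost it include the ones without any 1 *Cre neg* replicate and without *Cbp CH* replicate 1 or 3.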

### Loss of p300/CBP in cones causes defects in cone gene expression, structure and function

The role of p300 and CBP in differentiated cones was examined using the cone-specific *Cre* line *HRGP-Cre* (*CCre*). Unlike knockout in rods, knockout of both *Ep300* and *Cbp* in cones (*C-DCKO*) did not lead to gross abnormalities in retinal morphology (Fig. 6D vs. 6A). However, the cone nuclei appeared enlarged and abnormally shaped (arrowheads and insets in Fig. 6D), and occasional similar cells are seen in the inner ONL or outer plexiform layer. These abnormal cones were not seen in the retinas of compound heterozygous mice carrying one normal allele of either *Ep300* (Fig. 6B “*C-p300 CH*”) or *Cbp* (Fig. 6C, *“C-Cbp CH*”). Furthermore, the cones in the double knockout retina showed defective outer segments marked by peanut agglutinin (Fig. 6G). The expression of the cone markers cone arrestin (CARR, Fig. 6E), S-opsin (Fig. 6F), and cone transducin-alpha (Fig. 6H) was markedly decreased. Consistent with these morphological and gene expression defects, *C-DCKO* mice completely lack cone ERG responses (Fig. 6K “light b-waves”, red vs. blue lines) without significantly affecting rod ERG responses (Fig. 6I “dark a-waves” graphs). The decrease in dark-adapted b-waves at high stimulus intensities (Fig. 6J) provides further evidence of a cone functional defect, since cones contribute to dark-adapted ERG responses to bright flashes. This cone ERG defect was less pronounced in mice with one normal copy of either *Ep300* (Fig. 6K, orange line) or *Cbp* (Fig. 6K, pink line). Thus, p300 and CBP also play a redundant role in maintaining cone gene expression, structure and function.

**Figure 6:**
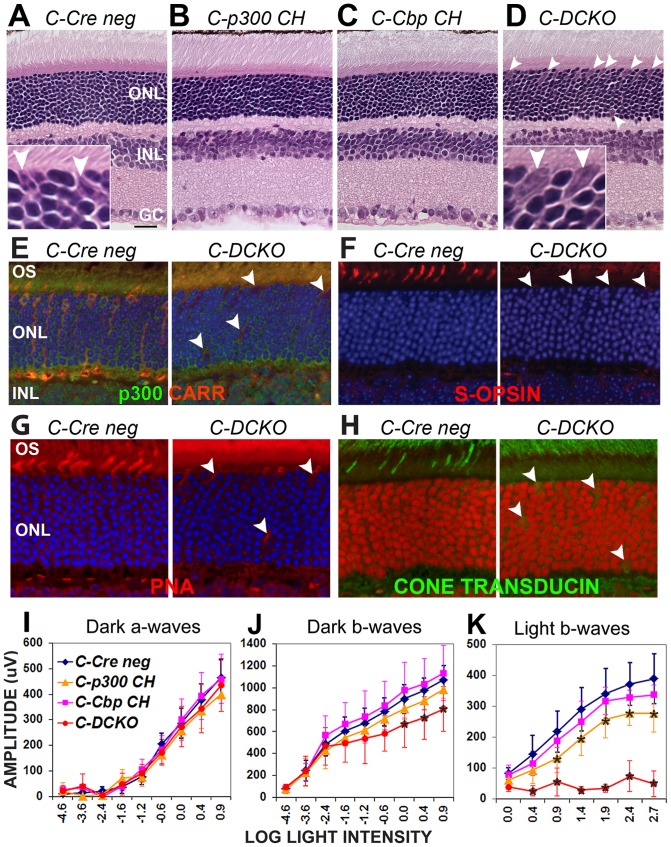
*Ep300/Cbp* conditional knockout in cones also disrupts cone structure, gene expression and function. *Cone opsin*-driven *Cre (CCre)* was used to knock out *Ep300/Cbp* in cone photoreceptors; morphology, cone gene expression/distribution, and ERG function were assessed at 6–7 weeks of age. **A**–**D.** Compared to *Cre negative* controls (Panel A; inset shows two presumptive cones), H&E staining of *CCre* conditional knockout retinas reveals no major abnormalities (panels B–D), but cells with large nuclei can be seen scattered throughout the outer retina in *C-DCKO* mice (Panel D arrowheads and high-magnification inset). **E.** Cone arrestin (red) and p300 (green) expression are decreased in these cells (arrowheads). **F.** S-opsin expression (red) is also decreased in these cells (arrowheads), which lack outer segments. **G.** Peanut agglutinin labelling (red) identifies the displaced, abnormal cells in the outer retina (arrowheads) as cones. Blue in Panels E–G is DAPI labelling of nuclei. **H.** Cone α-transducin (green) is decreased and mislocalized to the cell bodies. Draq5 (red) marks nuclei. **I.** ERGs performed on 6 week old *CCre* mice confirmed decreases in cone-driven responses in *C-DCKO* retinas (red lines). Two-way repeated measures ANOVA indicated significance at p<0.0001 for dark-adapted and light-adapted b-waves. Asterisks (*) indicate significance differences (p<0.001) from *Cre negative* controls in post-hoc tests.

## Discussion

### p300 and CBP play overlapping and distinct roles in establishing photoreceptor structure and function and maintaining their cell identity

During postnatal mouse retinal development between P10 and P21, post-mitotic opsin-positive photoreceptors undergo terminal differentiation and maturation. At the cellular level, they elaborate outer segments containing the phototransduction machinery, and make synaptic connections to inner neurons. At the molecular level, expression of many photoreceptor genes increases to adult levels during this time [5]. All these terminal differentiation processes depend on continuing expression of *Ep300* and/or *Cbp*. Although conditional knockout of both genes causes severe defects, one wild-type allele of either *Ep300* or *Cbp* can mostly prevent these defects, indicating that p300 and CBP are redundant for this critical role. These results agree with findings from a study of postmitotic mouse brain neurons [56], that loss of either p300 or CBP alone does not affect cell viability or cause severe defects. However, these investigators found modest memory and transcriptional deficits after brain-specific knockout of either *Ep300* or *Cbp*, whereas we did not observe any functional, structural and molecular consequences of knocking out either gene alone in retinal photoreceptor neurons. This could be due to the late expression of *Opsin*-driven *Cre* in already differentiated photoreceptors, which limits our ability to investigate the role of *Ep300*/*Cbp* in early photoreceptor differentiation from postmitotic precursors. 

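Few transcripts differed from *Cre neg* after loss of p300 or of CBP alone. In *p300KO* retinas 4 probes were higher and 1 was lower than in *Cre neg*, and in *CbpKO* 3 were higher and 3 were lower (limma, n = 3 arrays per genotype). At an unadjusted p under 0.05 there were 643 and 560 probes. *Nrl* stood at 105% ± 16.2 (SD) of *Cre neg* in *p300KO* and 107% ± 8.9 in *CbpKO*, and *Crx* at 101% ± 7.82 and 104% ± 13.4. *Gnat1* stood at 89.5% ± 10.0 and 86.1% ± 5.38. None of these passed the test (adjusted p = 1 for each). The rod list had a median log2 change of 0.01 in *p300KO* (adjusted p = 0.79) and -0.02 in *CbpKO* (adjusted p = 0.14), the transcription factors 0.03 (adjusted p = 0.7) and 0.14 (adjusted p = 0.81), and the cone list 0.03 (adjusted p = 0.82) and -0.11 (adjusted p = 0.46), and no member of these lists passed over all kept probes (1 transcription factor was lower in each genotype when adjusted over the list alone). The rod list's mean in *CbpKO* was -0.08, and 3 alternatives called it lower (adjusted p from 0.0017, and up to 0.76 over all alternatives). The probes that passed in *p300KO* were both probes of *Prm1*, which is higher on all arrays with *Rho-iCre*, *Nrf1*, an activator of mitochondrial genes (log2 change 1.25, adjusted p = 0.04), and 2 probes with no gene name (log2 changes 1.92 and -1.26). In *CbpKO* they were both *Prm1* probes, *Tomm22*, a gene near *Ep300* that is low in genotypes with 2 floxed *Ep300* alleles, *Wdfy1* (log2 change -1.69, adjusted p = 0.021), *Fn3krp* (log2 change -1.67, adjusted p = 0.045) and 1 probe with no gene name (log2 change -1.40). *Nrf1* was detected on 1 of the 3 *Cre neg* arrays. Its log2 change was 0.31 without background correction, and with the replicate number as a block it did not pass (adjusted p = 0.064, from 0.00039 to 1 over the alternatives). Of 21 alternatives 7 kept the call of *Nrf1*, 13 that of *Wdfy1* and 6 that of *Fn3krp*. For each of these 3 genes at least 1 control genotype that keeps both proteins stood near the same level, so the calls alone do not tie the changes to the loss. The mean log2 signal of *Wdfy1* was 7.73 in *CbpKO* and 7.94 in C57Bl/6 (9.08 in *RCre+*), that of *Fn3krp* was 6.04 in *CbpKO*, 6.45 in *RCre+* and 6.23 in C57Bl/6, and *Nrf1* had a log2 change of 1.02 in *RCre+* (adjusted p = 0.266). Against *RCre+* 1 probe differed in *p300KO* and 0 in *CbpKO*. Genes of the lens stood lower in both genotypes by camera with a preset correlation (medians -3.55 and -2.11, adjusted p = 9.2e-12 and 8.7e-06), but not with an estimated correlation (adjusted p = 0.93 and adjusted p = 0.79). That estimate was 0.88, and 0 of the 15 lens genes had an unadjusted p under 0.05 in either genotype. The lens signal also differed widely between the *Cre neg* arrays, so these calls are not tied to the loss of p300 or CBP. With the replicate number as a block 3 probes changed in *p300KO*. In *p300KO* 2 probes changed without *Cre neg* replicate 1 or 2 or without *p300KO* replicate 1 or 3, and in *CbpKO* 3 changed without *Cre neg* replicate 1 or without *CbpKO* replicate 1 or 2. With array weights 1012 and 122 changed. In data simulated at this size for *R-DCKO* against *Cre neg*, the test found 40% of probes with a change of 1 and 86% of those with a change of 2 on the log2 scale. That simulation held 50 changed probes of each size and independent noise. With as few changed probes as in the single knockouts the adjusted threshold is stricter, so these shares may be too high for them.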

Future studies using an early photoreceptor gene promoter to drive Cre expression will address whether either p300 or CBP alone is required for early photoreceptor development and if they play distinct functions in this process. Such studies are important for understanding the rod/cone dystrophy phenotypes of Rubinstein-Taybi syndrome (RSTS) [40], a disease associated with heterozygous *CBP* [33] or *Ep300* mutations [34]. However, the present study has provided some hints of distinct roles for p300 and CBP in photoreceptor terminal differentiation: Although one copy of either *Ep300* or *Cbp* essentially prevents the *R-DCKO* phenotype, mice expressing a single WT copy of *Cbp* show slight defects in rod morphology, function and gene expression, suggesting that p300 may have functions in photoreceptor maturation and maintenance that CBP cannot fulfill. In this regard, a recent study using a glioma-derived cell line [57] showed that p300 and CBP each binds some unique target gene promoters in addition to the numerous targets they share. 

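The compound heterozygotes were compared with each other directly, because their comparisons with *Cre neg* share the same control arrays. Between *Cbp CH* and *p300 CH* 4 probes differed, 1 higher and 3 lower in *Cbp CH* (limma, n = 3 arrays per genotype), and 427 had an unadjusted p under 0.05. No difference was detected in the rod list (median log2 difference 0.03, adjusted p = 0.99), the photoreceptor transcription factors (median -0.01, adjusted p = 0.99) or the cone genes (median 0.08, adjusted p = 0.41) at this number of arrays. For the rod list the test leaned lower although its median and mean (0.04) were above 0. The differences of *Nrl* (-0.01), *Crx* (0.07), *Gnat1* (-0.21) and *Pde6b* (0.04) on the log2 scale did not pass the test (adjusted p = 1 for each). The probes that differed were *Atp6v1d*, a subunit of the proton pump, higher in *Cbp CH* (log2 difference 2.45, adjusted p = 0.00078), and *Tomm22* (-4.12, adjusted p = 0.00036), *Fn3krp* (-1.82, adjusted p = 0.023) and 1 probe with no gene name (-1.80), lower in *Cbp CH*. *Atp6v1d* stood at 17.1% ± 6.33 (SD) of *Cre neg* in *p300 CH* (adjusted p = 0.00036). Of 21 alternatives 20 kept the difference of *Atp6v1d*, 20 that of *Tomm22* and 10 that of *Fn3krp*. The *Tomm22* signal followed the floxed *Ep300* alleles and not the coactivator that remains. Its mean log2 signal was 5.61 in *Cre neg*, 5.91 in *p300KO* and 5.86 in *Cbp CH* with 2 such alleles, 9.99 in *p300 CH* with 1, and 10.91 in *RCre+* with 0. Lens genes differed by camera with a preset correlation (median -1.18, adjusted p = 0.0039), as did oxidative phosphorylation (median -0.07, adjusted p = 0.0022), but not with an estimated correlation (adjusted p = 0.96 and adjusted p = 0.95). No member of either list had an unadjusted p under 0.05.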

Even when both factors bind and regulate the same gene in a given cell type, such as *αA-crystallin* in newborn mouse lens fibrocytes, they have been found differentially distributed along the locus [58], suggesting distinct regulatory mechanisms. Our own studies in *Crx^−/−^* mouse retina show that *Opsin* promoter occupancy by CBP, but not p300, requires Crx [5]. Thus, p300 may have a wider range of CRX-independent photoreceptor target genes than CBP, supporting distinct roles for these two coactivators in photoreceptor gene activation.

### Cellular mechanisms underlying the phenotypes of *Ep300/Cbp* conditional knockouts

#### Cell autonomous and non-autonomous effects

The severely disrupted retinal morphology and photoreceptor function in rod-specific knockout of CBP/p300 (*R-DCKO*) suggest the involvement of both cell autonomous and non-autonomous mechanisms. The cone dysfunction and gene expression defects are likely secondary to ONL disorganization. Cone cell death often occurs in retinas with rod degeneration disorders. It is known that support provided by RPE and soluble growth factors secreted by rods play important roles for cone integrity and survival. In *R-DCKO* retinas, many cones are displaced in the center of whorls and rosettes where they are not in contact with the RPE, which prevents them from getting metabolic support from the RPE. The p300/CBP-negative “rods” likely fail to express protective growth factors/cytokines as well as other rod-specific genes. At least one such factor, rod-derived cone viability factor [59] encoded by the gene *nucleoredoxin-like 2 (Nxnl2)* [60], is down-regulated (11% of control levels) in *R-DCKO* retinas (Supplemental Tables S2 & S5). 

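*Nxnl2*, which encodes a rod-derived cone viability factor, fell in *R-DCKO* retinas to 11.2% ± 3.46 (SD, n = 3 arrays) of *Cre neg*, a log2 change of -3.15 (standard error 0.26, adjusted p = 1.6e-07 from limma). Its paralog *Nxnl1*, which encodes another such factor, fell to 6.75% ± 4.01 (log2 change -3.25, standard error 0.59, adjusted p = 0.0012), and it was detected on 1 of the 3 *R-DCKO* arrays. The fall of *Nxnl2* was called under each alternative tried, with log2 changes of -3.38 to -2.78.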

Secondary, cell non-autonomous defects may also account for *R-DCKO*'s invasive inner nuclear layer (INL) and thin/irregular outer plexiform layer (OPL), where synapses between photoreceptors and inner retina neurons are located. Inner retina abnormalities and remodeling are often seen in late stages of photoreceptor degeneration diseases [61], including the *Crx^−/−^* mouse model. In contrast, the cone-specific knockout *C-DCKO* essentially shows cell autonomous defects in cones without affecting rod structure and function. It remains to be determined whether any changes occur in inner neurons of the *C-DCKO* retina.

#### Cellular basis for whorls and rosettes in R-DCKO

Abnormal retinal folds are often seen in mouse models where the rods undergo a cell fate switch to cones (*Nrl^−/−^* or *Nr2e3^rd7/rd7^*) [49] [54] [62], or which compromise the retinal outer limiting membrane (OLM), composed of adherens junctions between photoreceptors and Müller glia (the naturally occurring *Crumbs 1* mutation *Crb1^rd8/rd8^*, or knockout of the *LIM homeobox protein Lhx2*) [63] [64]. The severe retinal “whorls and rosettes” phenotype seen in *R-DCKO* is likely contributed by both mechanisms: 1) *Nrl* expression is decreased in *R-DCKO* rods, leading to the loss of rod identity and increase in nuclear volume; 2) OLM abnormalities, which could be caused by defective adherens junctions or changes in cell polarity. 

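Genes of the outer limiting membrane and of cell polarity were measured on the same arrays. *Crb1*, whose protein organizes the adherens junctions of the membrane, fell in *R-DCKO* to 8.55% ± 1.91 (SD, n = 3) of *Cre neg* at the probe ILMN_1253080 (log2 change -3.32, standard error 0.18, adjusted p = 4.8e-10). Its probes ILMN_2627090 and ILMN_2554403 stood at 53.1% ± 3.2 (log2 change -0.87, adjusted p = 0.46) and 23% ± 11.4 (log2 change -1.42, adjusted p = 0.26) and did not pass the test. Without background correction the log2 change of the first probe was -1.93. *Mpp4*, a scaffold protein at photoreceptor synapses, fell to 13.8% ± 5.6 (log2 change -2.90, standard error 0.24, adjusted p = 1.5e-07), and its other probes to 24.5% ± 2.74 and 9.18% ± 3.52. The polarity gene *Llgl2* fell to 41.7% ± 10.8 (log2 change -1.29, adjusted p = 2.3e-05). Of 12 genes in the list, fixed before the data were examined, these 3 were lower and none was higher (4 lower when adjusted over the list alone). All 3 are among the genes that the paper reports as lower on these same arrays, so this count is not independent evidence. The list median was -0.25, with 7 genes below 0 and 5 above. Camera called the list lower (adjusted p = 0.0013, and adjusted p = 0.041 with an estimated correlation).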

Microarray showed that expression of both “*Crumbs 1” (Crb1)* and an associated protein *“membrane protein, palmitoylated 4”* (*Mpp4*) [65] are decreased (53% and 14% of controls, respectively). The above two mechanisms are not mutually exclusive, as a recent study has shown that OLM defects are associated with rosette development in the *Nrl^−/−^* mouse retina [66]. Finally, the retinas of *Sca7* mice also develop ONL whorls and rosettes with changes in the rod chromatin pattern [67], similar to those we see in our compound heterozygotes. *Sca7* mice have defects in the GCN5-containing STAGA transcriptional activation promoting complex. This implicates decreased lysine acetyltransferase and/or chromatin remodeling activity as an underlying cause of whorls and rosettes.

#### Cell survival vs. death

To our surprise, *R-DCKO* photoreceptors and inner retina neurons do not die but survive for a long period (at least through 30 weeks of age) despite down-regulation of many photoreceptor genes, normally a trigger for photoreceptor degeneration. *R-DCKO* cells do not re-enter the cell cycle, but remain in a quiescent state. The mechanism for this phenotype is unclear. This does not appear to be a form of senescence, since the microarray analysis showed no changes in expression of the senescence-associated “*Cyclin-dependent kinase inhibitor”* genes *CDKN1a/p21*, *CDKN2a/p16/INK4A*, or their downstream targets [68] in the *R-DCKO* retinas. 

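*Cdkn1a*, the p21 inhibitor of cyclin-dependent kinases, stood in *R-DCKO* retinas at 70.4% ± 10.2 (SD, n = 3) of *Cre neg* and did not pass the test (log2 change -0.47, standard error 0.32, adjusted p = 0.49). *Cdkn2a*, which encodes p16, was detected on none of the *Cre neg* arrays and on 2 of the *R-DCKO* arrays, so no fold is given, and it did not pass the test (adjusted p = 0.32). Of 10 genes of senescence and the Rb family 0 passed the test in limma, over all kept probes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The list median was 0.36 (camera adjusted p = 0.26), and small changes cannot be excluded with 3 arrays per genotype. Of 15 targets of p53 only *Gadd45a*, a growth arrest gene, fell (31.6% ± 4.19, adjusted p = 1.3e-06) and only *Apaf1* rose, with a list median of 0 (adjusted p = 0.51).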

Since p300 and CBP are required to activate transcription of lineage-specification-associated genes for cell fate switching [5] [69] as well as genes associated with cell proliferation and survival [70], one possible explanation is that the global and severe changes in gene expression in *R-DCKO* strand the cells in a transitional state, unable to either progress along an alternative lineage, regress, or die. Supporting this hypothesis, 4-week-old *Cbp CH* compound heterozygous mice did show increased cell death associated with minor ONL folds (Fig. 3C&D), suggesting that programmed cell death is induced in p300/CBP-deficient photoreceptors if minimal CBP protein is available. 

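Some cell death genes rose on the *R-DCKO* arrays. *Bik*, a killer protein of the BCL2 family, was not detected in *Cre neg* and was at least 3.34-fold higher in *R-DCKO* (729% ± 179 of a *Cre neg* signal at background, SD, n = 3, adjusted p = 4.5e-06). Its call was lost without background correction (log2 change 0.73, adjusted p = 0.063, from 8.2e-08 to 0.063 over the alternatives tried). *Apaf1*, the core of the apoptosome, rose to 202% ± 3.6 at the probe ILMN_3143577 (log2 change 1.00, standard error 0.22, adjusted p = 0.0059) and to 191% ± 10.6 at a second probe (adjusted p = 0.009). Another probe stood at 143% ± 22.3 (adjusted p = 0.49). With the authors' processed values the first probe did not pass (adjusted p = 0.058, from 7.9e-05 to 0.058 over the alternatives). *Casp6*, an executioner caspase, stood at 248% ± 9.22 (log2 change 1.26, standard error 0.41, adjusted p = 0.074), and a second probe at 246% ± 65.8 (adjusted p = 0.07). *Cflar*, an inhibitor of caspase 8, stood at 163% ± 9.64 (log2 change 0.69, adjusted p = 0.084) and *Bad*, a promoter of apoptosis, at 150% ± 12.6 (log2 change 0.57, adjusted p = 0.42). *Casp6* passed in the model with C57Bl/6 3 left out (adjusted p = 2.5e-06), *Cflar* with no scaling (adjusted p = 0.04) and *Bad* with array weights (adjusted p = 0.033). Over all alternatives the adjusted p was 2.5e-06 to 0.25 for *Casp6*, 0.0011 to 0.24 for *Cflar* and 0.017 to 0.72 for *Bad*. *Bax* has no named probe among those kept and was not analysed here. Of 19 apoptosis genes in a list fixed before the data were examined, 2 rose and none fell (5 higher when adjusted over the list alone), with a list median of 0.22, 14 genes above 0 and 5 below. The list holds *Bik*, *Casp6*, *Apaf1*, *Cflar* and *Bad*, which the paper reports as higher on these same arrays. Its direction is therefore not independent evidence. Camera called the list higher (adjusted p = 0.034), but not with an estimated correlation (adjusted p = 0.053). The call was also lost with the authors' processed values (adjusted p = 0.069), with the mean of all probes of a gene (adjusted p = 0.097), with array sets as a block (adjusted p = 0.071), and without *Cre neg* replicate 2 or *R-DCKO* replicate 1 (adjusted p = 0.051 for each). Its adjusted p was 0.015 to 0.097 over the alternatives.

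**Figure D5:**
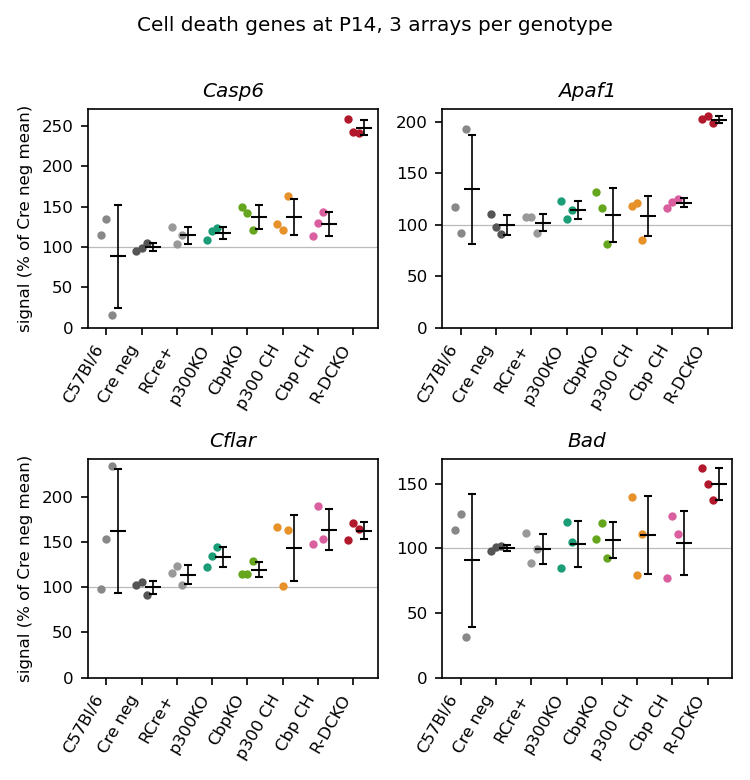
Signal of the cell death genes *Casp6*, *Apaf1*, *Cflar* and *Bad* as a percentage of the *Cre neg* mean (vertical axis) on each array of 8 genotypes. Points are arrays and bars are means ± SD of 3 arrays, and in *R-DCKO* the means lie between 150% and 248%.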

A search of the *R-DCKO* microarray data revealed up-regulation of 18 genes involved in cell death pathways, including: *“BCL2-interacting killer”* (*Bik*, 1873% of controls), *Caspase 6* (246%), *“Bcl2-associated X protein”* (*Bax,* 231%), *“apoptotic peptidase activating factor 1”* (*Apaf1,* 189%), *“CASP8 and FADD-like apoptosis regulator”* (*Cflar*, 163%), and *“BCL2-associated agonist of cell death”* (*Bad,* 150%) (Supplemental Table S3). BIK initiates apoptotic responses to genotoxic stress or disruption of host cell protein synthesis in processes like viral infections or treatment with proteasomal or protein synthesis inhibitors. It activates BAX via Ca^2+^ release from intracellular stores, leading to activation of the mitochondrial apoptotic pathway, and has also been implicated in an autophagy-mediated cell death pathway [71]. Thus, the high level of *Bik* activation likely represents an attempted response to the metabolic disruption caused by loss of the two general transcription coactivators. However, at this point we can only speculate that the failure of *R-DCKO* cells to die results from their failure to synthesize or activate late-stage effectors such as Caspase 9/3 or autophagic mediators, since these were not present among the up-regulated genes detected by microarray.

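*Casp9*, the initiator caspase of the apoptosome, stood in *R-DCKO* retinas at 134% ± 10.2 (SD, n = 3) of *Cre neg* and did not pass the test (log2 change 0.42, standard error 0.15, adjusted p = 0.099). It passed against the mean of the 3 control genotypes (adjusted p = 0.016), and its adjusted p was 0.0082 to 0.28 over the alternatives tried. *Casp3* and *Casp7* have no named probe among those kept and were not analysed here. None of 16 autophagy genes, a list fixed before the data were examined, passed limma's test (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05), with a median log2 change of 0.22 (camera adjusted p = 0.8). The gene of the list with the smallest p was *Atg16l1*, which acts in forming the autophagosome, at 64.9% ± 0.243 (log2 change -0.61, adjusted p = 0.051).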

#### The identity of p300/CBP-negative cells

Gene expression and immunohistochemistry studies have shown that p300/CBP-negative ONL cells in *R-DCKO* have completely lost their photoreceptor identity. 

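Markers of retinal progenitors were measured in a list fixed before the data were examined. None of 8 such genes passed limma's test in *R-DCKO*, over all kept probes or adjusted over the list alone, 1 had an unadjusted p under 0.05, and the list median was -0.30 on the log2 scale (camera adjusted p = 0.59, n = 3 arrays per genotype). The progenitor transcription factors *Sox2* and *Hes1* had log2 changes of -0.37 and -0.45, and *Nes*, an intermediate filament of neural progenitors, 0.15. *Hes5*, a target of Notch signaling, had the largest value in the list (log2 change 1.05, adjusted p = 0.15). Whole retina holds Müller glia, which also express *Sox2* and *Hes1*, so these values do not separate cell types. *Vsx2* has no named probe among those kept and was not analysed here.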

The true identity of these cells is unknown, but they appear to be undifferentiated cells that do not express any neuronal or glial progenitor markers. At the ultra-structural level, these cells still have neurites extending from their cell bodies (data not shown), suggesting their neuronal origin. This phenotype clearly demonstrates the requirement of p300/CBP in maintaining differentiated photoreceptors.

### Molecular mechanisms for transcriptional dysregulation in *Ep300/Cbp* conditional knockouts

Our results showed that knockout of *Ep300/Cbp* in rods or cones causes severe transcription defects in many genes expressed in photoreceptors, leading to a much more severe phenotype than is seen after knockout of any single photoreceptor transcription factor. This is understandable, since p300/CBP are cofactors for a wide variety of general as well as cell-type specific transcription factors. However, a substantial subset of the genes down-regulated in the microarray assay are involved in photoreceptor structure and function. Furthermore, conditional knockout of *Ep300/Cbp* leads to loss of photoreceptor identity. 

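By the categories of Table S2, 27 of 30 measured photoreceptor genes and 25 of 25 phototransduction genes were lower in *R-DCKO* retinas, with medians of 19.1% and 18.0% of *Cre neg*, and so were 10 of 12 cilium genes (median 47.3%) and 14 of 20 genes of synaptic and secretory function (median 46.5%). The study chose these genes on the same samples, so their direction is not independent evidence. The lists that follow share genes with its tables, so their direction is not fully independent either. In lists fixed before the data were examined, 8 of 13 genes of the photoreceptor ribbon synapse were lower and none was higher (10 lower when adjusted over the list alone), with a median of -2.08 on the log2 scale, or -1.37 with *Egflam*, which was not detected in *R-DCKO*, at its bound. *Cplx4*, a complexin of ribbon synapses, fell to 13% ± 2.77 (SD, n = 3) of *Cre neg*, the calcium channel *Cacna1f* to 20.6% ± 4.63 and its partner *Cabp4* to 9.55% ± 1.5, and the vesicular glutamate transporter *Slc17a7* to 22.1% ± 3.85. Without background correction the list median was -1.02, and with the mean of all probes of a gene it was -1.19. Of 20 cilium genes 6 were lower and 1 higher (7 lower and 2 higher when adjusted over the list alone), with a median of -0.19. *Rpgrip1*, a scaffold of the photoreceptor connecting cilium, fell to 6.04% ± 3.42 (log2 change -3.98, and -2.61 without background correction), *Tulp1*, which acts in transport to the outer segment, to 22.7% ± 9.59, and *Bbs7* to 39.3% ± 4.7, and *Ift52* rose to 140% ± 10.1. Camera called both lists lower (adjusted p = 1.1e-10 and 0.01, and adjusted p = 0.041 for each with an estimated correlation).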

Our findings emphasize the need for continuing expression of these photoreceptor genes to maintain functional photoreceptors, and the role played by *Ep300/Cbp* in this expression.

This study has provided evidence of at least three mechanisms that directly underlie the transcriptional dysregulation in *DCKO* photoreceptors.

#### Decreased expression of key photoreceptor transcription factors

Transcription factors CRX, NRL and NR2E3 specify rod photoreceptor cell fate by regulating many photoreceptor genes. The expression of all three factors is lost from *R-DCKO* retinas, but preserved in retinas with a single normal copy of either *Ep300* or *Cbp*, suggesting that p300 and CBP are redundant in promoting the expression of these key regulator genes. 

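*Nrl* and *Crx* stood near the level of *Cre neg* in both compound heterozygotes. *Nrl* stood at 95.5% ± 19.8 (SD, n = 3 arrays) in *p300 CH* and 94.8% ± 17.0 in *Cbp CH*, and *Crx* at 95.3% ± 5.0 and 99.9% ± 4.6 (adjusted p = 1 for each). The change in *R-DCKO* was then set against the sum of the changes in both single knockouts, with all 4 genotypes of this contrast carrying *Rho-iCre*. *Nrl* lay below that sum by a log2 difference of -2.50 (standard error 0.47, adjusted p = 0.0042) and *Crx* by -1.80 (standard error 0.27, adjusted p = 0.00064). The same contrast was negative for *Gnat1* (-2.40, adjusted p = 0.00072), *Pde6b* (-3.13, adjusted p = 9.2e-05) and *Rorb* (-1.59, adjusted p = 0.0017). For *Txnip* it was positive (2.82, adjusted p = 2e-05) at the probe ILMN_1213609, which is not the probe given for its rise in *R-DCKO*. Over all kept probes 381 lay below the sum and 106 above it (limma), among 2394 with an unadjusted p under 0.05. The total of 487 was 284 without *R-DCKO* replicate 1, 320 without *CbpKO* replicate 2 and 322 without *p300KO* replicate 3. It was 306 with no scaling and up to 3456 with array weights, and the contrast kept its call for *Nrl*, *Crx*, *Gnat1*, *Pde6b* and *Rorb* under each of 27 alternatives. A second *Gnat1* probe, ILMN_1260029, passed as well (adjusted p = 0.027) but kept its call under 18 of them. *Nr2e3* has no named probe among those kept and was not analysed here.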

Although severe transcription defects are expected in cells directed to the photoreceptor lineage that lack these transcription factors, the loss of coactivator/HAT function likely also contributes to the wide-spread transcription dysregulation seen by microarray analysis. Furthermore, transcription of photoreceptor genes remains defective to various degrees even when photoreceptor transcription factor expression is restored in the presence of one copy of *Ep300* or *Cbp*. 

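A few genes that fell in *R-DCKO* were also lower in the compound heterozygotes. *Mef2c*, a transcription factor active in photoreceptors, fell to 31% ± 6.45 (SD, n = 3) of *Cre neg* in *p300 CH* (log2 change -1.52, adjusted p = 0.0058) and to 33.5% ± 3.04 in *Cbp CH* (log2 change -1.41, adjusted p = 0.025). *Aqp1*, the water channel, fell to 26.6% ± 5.04 in *p300 CH* (log2 change -1.90, adjusted p = 0.0016) and 35.5% ± 3.14 in *Cbp CH* (log2 change -1.48, adjusted p = 0.035), and the noradrenaline transporter *Slc6a2* to 30.4% ± 7.15 (log2 change -1.33, adjusted p = 0.02, named in *p300 CH* after its value was seen) and 29.7% ± 5.74 (log2 change -1.35, adjusted p = 0.025). *Pdzph1* fell in *p300 CH* to 23.7% ± 7.97 (log2 change -2.10, adjusted p = 0.0027), as did *Sntg2* (log2 change -1.84, adjusted p = 0.0032). *Nxnl2* stood at 72.5% ± 2.9 in *p300 CH* and 67.7% ± 3.68 in *Cbp CH*, and *Crb1* at 70.7% ± 9.94 and 64.4% ± 5.88, and neither passed the test. *Gnat1* stood at 100% ± 31.5 and 84.4% ± 9.1, *Pde6b* at 97.3% ± 5.04 and 99.9% ± 9.01, and *Rbp3* at 97.6% ± 20.8 and 94.9% ± 20.6, none of them past the test. In all, 3 probes were higher and 7 lower in *p300 CH*, and 4 were higher and 4 lower in *Cbp CH* (limma). At an unadjusted p under 0.05 there were 870 and 690 probes, and both comparisons share the same *Cre neg* arrays. In *p300 CH* 6 probes changed without *Cre neg* replicate 1. In *Cbp CH* 2 changed without *Cre neg* replicate 1 or without *Cbp CH* replicate 1 or 2, 4 without *Cre neg* replicate 3 and 5 without *Cbp CH* replicate 3. Array weights gave 57 and 1234. In the single knockouts *p300KO* and *CbpKO* the log2 changes of *Mef2c* were -0.82 and -1.09 and those of *Aqp1* -0.43 and -1.40, and none of these passed the test. In *p300 CH* 20 of 21 alternatives kept the calls of *Aqp1* and *Pdzph1*, 18 that of *Sntg2* and 13 that of *Mef2c*. In *Cbp CH* 9 kept the calls of *Mef2c* and *Slc6a2* and 7 that of *Aqp1*, which did not pass with the replicate number as a block (adjusted p = 0.064, from 5.8e-05 to 0.24 over the alternatives). *Slc6a2* was detected on 1 of the 3 arrays of each compound heterozygote.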

Future experiments to restore the expression of CRX and NRL in *R-DCKO* retinas will separate the contribution made by the lack of transcription factors from the direct results of coactivator deficiency. Furthermore, genetic interaction studies in mice lacking transcription factor and coactivator pairs might help to determine the importance of functional interactions between a specific transcription factor and either coactivator.

#### Defects in histone acetylation

Quantitative Western blot assays showed that loss of p300 and CBP in rods did not alter the overall levels of acetylated histone H3/H4, suggesting that other factors (HATs or HDACs) are also involved in maintaining acetylated histone levels. However, an important finding is that knockout of p300/CBP selectively affected acetylated histone H3/H4 levels and transcription of all the CRX target genes tested. This raises the question whether loss of p300/CBP causes redistribution of acetylated histone H3/H4 among chromatin regions and gene sets being transcribed. Interestingly, microarray assays detected a similar number of genes that are up-regulated (n = 579) vs. down-regulated (n = 520). 

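Counted as genes, 641 were higher and 594 lower in *R-DCKO* retinas than in *Cre neg* at an adjusted p under 0.05 from limma (n = 3 arrays per genotype). Among changed probes, 249 of the higher ones and 586 of the lower ones changed by more than 2-fold. The balance of the genes depended on the scaling between arrays: 601 were higher and 342 lower with no scaling, and 399 were higher and 634 lower with scaling by the median. With the authors' processed values 407 were higher and 568 lower. Of 42 clustered histone genes, a list fixed before the data were examined, 12 rose and 1 fell (17 and 1 when adjusted over the list alone), with a median log2 change of 1.07. *H2bc12* rose to 324% ± 37.0 (SD) of *Cre neg* and *H3c7* to 343% ± 52.7, and the linker histone *H1f2* fell to 18.9% ± 7.11. Camera called the histone list higher (adjusted p = 3.4e-08), but not with an estimated correlation (adjusted p = 0.23).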

The relationship between p300/CBP-dependent histone acetylation and transcription remains to be investigated. Genome-wide ChIP assays on gene association of acetylated histone H3/H4 in the *Ep300/Cbp* mutant vs control retinas might provide additional information. On the other hand, this relationship is supported by the results from the *p300 CH* and *Cbp CH* compound heterozygous mice, where the levels of histone acetylation and target gene transcription are generally correlated. These results are consistent with our previous observations that histone acetylation precedes transcriptional activation of photoreceptor genes during development [5], and strongly support the importance of p300/CBP-mediated histone acetylation in initiating and maintaining photoreceptor gene transcription. It remains to be determined if the HAT catalytic activity of p300/CBP directly accounts for the observed histone acetylation defects, because both factors have additional coactivator functions [14] [35]. They interact with numerous non-HAT and HAT-harboring transcription regulators, including members of the KAT2 family, GCN5-KAT2A and PCAF/KAT2B [19]. GCN5 interacts with CRX indirectly via ataxin-7, a component of the STAGA coactivator complex involved in regulating histone acetylation and transcription of CRX target genes during retinal development [5] and in photoreceptor degeneration associated with Spinocerebellar Ataxia 7 polyglutamine expansion disease [67] [72] [73]. Thus, loss of the action of these HATs could potentially contribute to defective histone acetylation and transcription of photoreceptor genes in *Ep300/Cbp* knockout mice. In addition, levels of histone acetylation and transcription do not always show a linear relationship for each individual gene. For example, in *Cbp CH* mice the *Crx* promoter has less than 50% of normal AcH3/AcH4 levels, but *Crx* transcription appears normal (Fig. 5D, pink bars), suggesting that the effect of histone acetylation on transcription may depend on gene context. Finally, changes in histone acetylation might affect other histone modifications or higher order chromatin organization, which could also contribute to transcription dysregulation in the *Ep300/Cbp* knockout mice.

#### Disruption of normal nuclear chromatin organization

One important finding is that double conditional knockout retinas lose the characteristic densely packed chromatin in rod nuclei, and this phenotype is only partially prevented in *p300 CH* and *Cbp CH* compound heterozygous mice. During the late stages of photoreceptor development, mice and other nocturnal mammals reorganize their rod photoreceptor chromatin to minimize light scatter [44]. The condensed, transcription-poor heterochromatin is organized in the central area of the rod nucleus. The less condensed euchromatin containing transcription factors [67], activated RNA polymerase [50], splicing machinery and nascent RNA transcripts [44] are all localized to the nuclear periphery, indicating that this is the site of active gene transcription. The mechanisms responsible for establishing and maintaining this unique nuclear organization are being elucidated. In non-photoreceptor cells, two apparently parallel interactions involving nuclear Lamin A/C or the Lamin B receptor (LBR) anchor heterochromatin enriched in LINE elements to the nuclear periphery [74]. Mouse retinal cells initially use the Lamin B receptor interaction, then as they differentiate switch to the Lamin A/C mechanism, but rod photoreceptors never activate Lamin A/C expression. Loss of *Lbr* expression correlates with heterochromatin reorganization in normal mouse rods. Although expression of *Lbr* is not significantly increased in *R-DCKO* retinas, another receptor for Lamin B, *Lmnb2*, is upregulated (181% of Cre neg in microarray assays).

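*Lmnb2*, which encodes lamin B2, rose in *R-DCKO* retinas to 182% ± 18.6 (SD, n = 3) of *Cre neg* at the probe ILMN_2669404, a log2 change of 0.85 (standard error 0.20, adjusted p = 0.0097). A second probe, ILMN_2534929, stood at 104% ± 13.0 and did not pass the test (log2 change 0.04, adjusted p = 0.96). The call of the first probe was lost with quantile normalization (adjusted p = 0.055), with the authors' processed values (adjusted p = 0.068), with only the genotypes compared (adjusted p = 0.067) and without *Cre neg* replicate 1 (adjusted p = 0.058), within 7.8e-05 to 0.068 over all alternatives. *Lbr*, the lamin B receptor, stood at 150% ± 35.6 (log2 change 0.58, standard error 0.28, adjusted p = 0.26), and *Lmna*, which encodes lamins A and C, at 137% ± 9.7 (log2 change 0.44, adjusted p = 0.29), and neither passed. *Lbr* passed with array weights (adjusted p = 0.05 after rounding) and in the model with C57Bl/6 3 left out and array sets as a block (adjusted p = 0.0058), and *Lmna* against the mean of the 3 control genotypes (adjusted p = 0.04). Of 11 genes of the nuclear lamina, a list fixed before the data were examined, 2 rose and none fell (3 higher and 1 lower when adjusted over the list alone), the other being *Banf1*, a chromatin protein of the nuclear envelope (165% ± 15.0, adjusted p = 0.038). The list median was 0.44 on the log2 scale (camera adjusted p = 0.26).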

The rod transcription factor NRL appears to be involved in the reorganization of mouse rod nuclear chromatin. Mice in which *NRL* or its upstream activator *“Retinoid-related orphan nuclear receptor beta”* (*Rorb*) are knocked out fail to reorganize their heterochromatin, but in *Rorb^−/−^* mice expression of an *NRL* transgene driven by the *Crx* promoter restores rod nuclear morphology [75]. In addition, the process may involve the Retinoblastoma (RB) family of pocket proteins, which are active in developing mouse rod photoreceptors at the time when nuclear reorganization occurs. Heterochromatin condensation also fails to occur in the absence of RB [76]. The RB protein directs pericentric and telomeric heterochromatin formation [77] as well as recruiting histone deacetylases (HDAC) to active gene promoters to silence transcription (reviewed in [78]). 

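The retinoblastoma gene *Rb1* and its relatives did not pass the test on the *R-DCKO* arrays. *Rb1* stood at 130% ± 51.3 (SD, n = 3) of *Cre neg* (log2 change 0.38, standard error 0.38, adjusted p = 0.70 from limma), *Rbl1* at 143% ± 33.2 (log2 change 0.38, standard error 0.21, adjusted p = 0.36) and *Rbl2* at 142% ± 69.8 (log2 change 0.32, standard error 0.30, adjusted p = 0.66). The spread between arrays was wide, so changes smaller or somewhat larger than these cannot be excluded. *Rbl1* passed in the model with C57Bl/6 3 left out and array sets as a block (adjusted p = 0.04), and its adjusted p was 0.04 to 0.95 over the alternatives.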

Longworth and Dyson [79] suggest that RB functions as a “master regulator of chromatin structure”; expression of *Rb* and its mouse homologs *Rbl1*/*p107* and *Rbl2/p130* were unaffected in the microarray assays as expected if CBP/p300 are downstream effectors. Since rod nuclear chromatin also decondenses in mice with defects in STAGA complex (containing GCN5) [67], transcription coactivators with histone acetyltransferase (HAT) activity seem to be important for maintaining this chromatin architecture. It is unclear why the loss of coactivator HATs results in rod chromatin decondensation similar to that seen in the absence of RB, a repressor associated with HDACs, but these findings all point to the importance of homeostasis between histone acetylation and deacetylation in rod nuclear chromatin organization. Furthermore, our recent studies have demonstrated that the specific rod transcription factors CRX, NRL and NR2E3, play important roles in higher order chromatin organizations, such as chromosomal loops [80], which may contribute to the rod-specific nuclear architecture. A better understanding of how interactions between specific transcription factors and epigenetic modulators regulate rod nuclear organization will provide new insights into general chromatin regulatory mechanisms and how they relate to transcriptional regulation.

## Materials and Methods

### Ethics statement

This study was approved by the Animal Studies Committee of Washington University in St. Louis, and performed under Protocols # 20090359 and 20120246 (to SC). Mice were housed in a barrier facility operated and maintained by the Division of Comparative Medicine of Washington University School of Medicine. Experiments were carried out in strict accordance with recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (NIH); the Washington University Policy on the Use of Animals in Research; and the Guidelines for the Use of Animals in Visual Research of the Association for Research in Ophthalmology and Visual Science (http://www.arvo.org/animals/). Every effort was made to minimize the animals' suffering, anxiety, and discomfort.

### Reagents

#### Mouse Lines

*Ep300 flox* mice [19] were obtained from Dr. Paul K. Brindle of St. Jude Children's Research Hospital, Memphis, TN. *Cbp Flox* mice [39] were obtained from Dr. Jan van Deursen, The Mayo Clinic, Rochester MN. *Rho-iCre* mice [45] were provided by Dr. Ching-Kang Jason Chen, Virginia Commonwealth University, Richmond, VA. *HGRP-Cre* mice [46] were provided by Dr. Yun Zheng Le, University of Oklahoma Health Sciences Center, Oklahoma City, OK. *ROSA-mTmG Cre* reporter mice (B6.129(Cg)-*Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^*) [47] were obtained commercially (Jax Mice Stock #007576, The Jackson Lab, Bar Harbor, ME). Mice used in this study were bred and housed in Washington University School of Medicine barrier facilities; the genotypes are listed in Table 1. Genotyping primers are listed in Supplemental Table 1. All mice used were negative for RD1 [81] and RD8 [82] mutations.

#### Antibodies

Used in these studies are listed in Supplemental Table S7. Rhodamine-conjugated peanut agglutinin (RL-1072) was obtained from Vector Laboratories, Burlingame, CA, and the TUNEL staining kit (S7100) from EMD Millipore, Billerica, MA.

### Methods

#### Electroretinography

At least 6 mice of each genotype were tested for ERG at 4, 6, 8 ,12, 20, 30, 40 and 52 weeks of age. Bilateral flash ERG measurements were performed using a UTAS-E3000 Visual Electrodiagnostic System running EM for Windows (LKC Technologies, Inc., Gaithersburg, MD). Mice were dark-adapted overnight, then anesthetized with 80 mg/kg ketamine and 15 mg/kg xylazine under dim red illumination for electrode placement and testing. Body temperature was maintained at 37±0.5°C with a heating pad controlled by a rectal temperature probe (FHC Inc., Bowdoin, ME). The mouse's head was positioned just inside the opening of the Ganzfeld dome and pupils were dilated with 1.0% atropine sulfate (Bausch & Lomb, Tampa, FL). The recording electrode was a platinum loop 2.0 mm in diameter, positioned in a drop of 1.25% hydroxypropyl methylcellulose (GONAK; Akorn Inc., Buffalo Grove, IL) on the corneal surface of each eye. The reference needle electrode was inserted under the skin at the vertex of the skull. The ground electrode was inserted under the skin of the mouse's back or tail. The stimulus (trial) consisted of a brief, full-field flash (10 µs) either in darkness, or in the presence of dim (30.0 cd/m^2^) background illumination after 10 minutes adaptation time to the background light. The initiation of the flash was taken as time zero. The response was recorded over 250 ms plus 25 ms of pre-trial baseline. Responses from several trials were averaged (see Supplemental Table S6). The amplitude of the a-wave was measured from the average pre-trial baseline to the most negative point of the average trace, and the b-wave amplitude from that point to the highest positive point, without subtracting oscillatory potentials. The log light intensity (log [^cd*s^/_m2_]) was calculated based on the manufacturer's calibrations. The amplitudes (in microvolts) of dark-adapted a- and b-waves and light-adapted b-waves were measured from the lowest point of the raw averaged response trace (occurring prior to 50 ms after the flash) to the subsequent highest point (oscillatory potentials were not subtracted). Responses from at least 6 mice of each genotype were compared for each time point. The distributions of ERG response across genotype groups at different light intensities were described by means and standard deviations. The between-group differences were compared using two-way ANOVA for repeated measurement data to account for potential correlations among readings from the same mice, followed by post-hoc multiple comparisons for differences between each genotype and the control group at each light intensity level. All the tests were two-sided and a p-value of 0.05 or less was taken to indicate statistical significance. The statistical analysis was performed using SAS 9.3 (SAS Institutes, Cary, NC). P-values were adjusted for multiple comparisons by a permutation test using the default parameters provided in the LSMestimate statement in Proc Mixed.

#### Histology and Immunohistochemistry

Eyes from at least three representative mice from each age and genotype group were examined histologically. Mice were sacrificed by pentobarbital overdose and eyes were dissected, immersion-fixed and corneas removed in 4% paraformaldehyde in phosphate buffered saline (PBS). After overnight incubation in fresh fixative, retinas were dehydrated and paraffin-embedded using a Tissue-Tek VIP tissue processor. Sagittal sections 4 µm thick were cut through the optic nerve head, mounted on poly-lysine-coated slides, air-dried, and either stained with hematoxylin and eosin (H&E) for morphologic assessment or used for immunohistochemistry. Antigen retrieval was performed by treating de-paraffinized sections in 0.1 M citrate buffer, pH 6.0 in a pressure cooker for 3 minutes. Cooled slides were blocked 30 minutes in 20% normal goat serum, incubated overnight at 4°C in primary antibody diluted in PBS; rinsed well, then incubated for one hour at room temperature in secondary antibodies conjugated to Alexa-fluor (Invitrogen) or Cy-dyes (Jackson Immunoresearch) diluted in PBS. For some samples, Draq5 (Cell Signaling Technology, Danvers, MA) for nuclear DNA was added to the secondary incubation mix at 1∶5000. After thorough rinsing, slides were coverslipped using Vectashield hard set mounting medium for fluorescence with (H-1500) or without (H-1000) DAPI (Vector Laboratories, Burlingame, CA). Sections were examined and photographed using an Olympus BX51 fluorescence microscope fitted with a Spot RT3 cooled CCD camera (Diagnostic Instruments, Inc). Confocal microscopy was performed on an Olympus Fluo-view FV1000 confocal microscope.

#### Electron microscopy

Eyecups were fixed by immersion for 12–24 hrs in 2% paraformaldehyde/3% glutaraldehyde in 0.1 M phosphate buffer (pH 7.35), post-fixed in 1% osmium tetroxide for 1 hour and stained *en bloc* with 1% uranyl acetate in 0.1 M acetate buffer for 1 hr. Blocks were then dehydrated in a graded series of acetones and embedded in Araldite 6005/EMbed 812 resin (Electron Microscopy Sciences). Semi-thin sections (0.5–1 µm) were cut through the entire retina at the level of the optic nerve and stained with toluidine blue. Ultra-thin sections were taken from a 600–800 µm length of retina adjacent to the optic nerve, post-stained with uranyl acetate and lead citrate, viewed on a Hitachi H7500 electron microscope and documented in digital images. For the 5 largest nuclear profiles in each of 10 micrographs of ONL cell bodies from each genotype, total nuclear area and the amount of dense heterochromatin as a percentage of total nuclear area was measured using NIH “Image J” software. For each genotype, the mean and standard deviation was calculated, and compared to values for *Cre negative* controls using paired Student's t-test.

#### Nuclear extraction and western blot analysis

The histone extraction protocol used is a modification of the protocol of Shechter et al. [83]. Briefly, retinas were dissected, washed in PBS with proteases (“cOmplete mini” tablets, Roche 11 836 153 001), and incubated 30 minutes at 4°C in hypotonic lysis buffer (10 mM Tris buffer, pH 8.0, with 1.0 mM KCl, 1.5 mM MgCl_2_, 1 mM DTT, 0.003 mM Trichostatin A and protease inhibitors including 2 mM PMSF. Nuclei were concentrated by centrifugation at 10,000xG for 10 minutes, then lysed by incubating overnight at 4°C in 0.4 N H_2_SO_4_. Histones were precipitated from the supernate with trifluoroacetic acid, washed twice with chilled acetone to remove the acid, air-dried, resuspended in deionized, distilled water and quantified on a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE). Samples containing 1.0 µg protein were separated on a 17% SDS-PAGE gel (mini-protean TGX pre-cast gels, BioRad), blotted to nitrocellulose using a Transblot Turbo semi-dry transfer system (BioRad), and stained using Li-Cor Odyssey blocking reagent and secondary antibodies (Li-Cor, Lincoln, NE). Blots were imaged on a Li-Cor Odyssey Classic system and analyzed using Image Studio software.

#### Microarray

Retinas were removed from 3 male and 3 female P14 mice of each genotype, stored in RNAlater (Qiagen), and extracted using the RNeasy kit (Qiagen). Purified RNA was quantified on the NanoDrop and submitted to the Washington University Genome Technology Access Center for quality assessment with the Agilent Technologies 2100 Bioanalyzer “Lab-on-a-chip” system (Agilent Technologies, Santa Clara, CA). Equal amounts of high-quality (RIN score >8.4) RNA samples from one male and one female littermate were pooled for microarray assay on Illumina BeadArray Mouse WG-6 V2 chips (Illumina, San Diego, CA). The raw microarray data were submitted to NCBI GEO (accession number GSE47699). The results were examined using Illumina Genome Studio V1.6 software. Differential expression analysis (Direct hyb-differential expression) was performed using Average normalization and the Illumina custom error model with Benjamini and Hochberg False Discovery Rate (FDR). Genes with differential scores greater than 13.0 between *R-DCKO* samples and *cre-neg* littermate control samples (corresponding to *P*<0.05) are listed in Supplemental Tables 2 (down-regulated in *R-DCKO*) and 3 (up-regulated in *R-DCKO*). Cell process categories were determined by searching NCBI GENE (http://www.ncbi.nlm.nih.gov/gene), the Mouse Genome Informatics database (http://www.informatics.jax.org/), Sigma-Aldrich's “My Gene” search tool (http://www.sigmaaldrich.com/catalog/genes/), and Ingenuity Systems (http://www.ingenuity.com/).

#### Chromatin Immunoprecipitation (ChIP)

Was performed as previously described [84] [85]. Basically, 6 retinas per sample were dissected and chromatin was cross-linked with 1% formaldehyde in PBS for one minute at room temperature. After cell lysis and chromatin fragmentation by sonication, chromatin fragments were immunoprecipitated with antibodies against acetyl-histone H3 or acetyl-histone H4 bound to Protein A beads (GE Healthcare Life Sciences, Piscataway, NJ). After extensive washing, the immunoprecipitated chromatin was eluted with 50 mM NaHCO_3_/1% SDS, heated to 67°C to reverse the cross-links, the DNA purified by ethanol precipitation and analyzed by PCR with gene-specific primers (see references [5] [84] and [85] for sequences).

#### qRT-PCR and qChIP

Were performed as previously described [5] [86], in accordance with MIQE guidelines [87]. Primers were designed using MacVector software (MacVector, Inc., Cary, NC). RT-PCR were designed so that the product crosses at least one intron to prevent amplification of any residual genomic DNA. Optimal annealing temperatures and linearity of primer reactions were validated using dilutions of cDNA from control retinas, and primer pairs were only used if reaction efficiency fell between 90–110% and r^2^>0.980 [88]. Amplification of a single species was confirmed by melt curve analysis and agarose gel electrophoresis.

For qRT-PCR, RNA was extracted from two retinas per sample (∼30 mg tissue) using PerfectPure RNA cell & tissue extraction kit (5-Prime Inc., Gaithersburg, MD) and quantified on the NanoDrop. cDNA was synthesized from 1.0 µg RNA with oligo-dT primers, using the Transcriptor First Strand cDNA Synthesis Kit (Roche 04 379 012 001) according to the manufacturer's directions.

For both qRT-PCR and qChIP, 10 µl reactions were set up in triplicate in 96-well low-profile frosted PCR plates (Midsci, St. Louis, MO), with 2 µM primers (see references [5] [84] [85] [86] for sequences), using SYBR Green JumpStart Readymix (Sigma, St. Louis, MO), and run on a BioRad CFX thermocycler. The test protocol consists of 40 cycles of two-step amplification followed by melt curve analysis. For unknowns, only C_q_ values that fell within the linear range determined for each primer pair were used; samples giving results outside this range were diluted appropriately and re-tested. Relative expression levels were normalized to three reference genes (*ß-Actin [Actb], Glyceraldheyde-3-phosphate dehydrogenase, [GAPDH] and Ubiquitin B [UBB]*), which were determined to be highly stable, using qbasePLUS software (BioGazelle NV, Zwijnaarde, Belgium). The mean value and standard deviation (STDEV) were calculated, and statistical significance (p<0.05) was determined using unpaired two-tailed Student's t-test.

## Supporting Information

Figure S1 ***Cre*** **expression and validation of** ***Cbp*** **depletion in target cells.** **A.** GFP expression in *Rho-iCre+; mTmG* mice shows that *Cre* activity is detectable by Postnatal Day 5 (P5) in a few cells in the outer neuroblast layer (**ONBL**). By P7 most ONBL cells express GFP, and levels remain high in the outer nuclear layer (**ONL**) through adulthood. Scale bar  = 25 µm for all panels. **B.** GFP expression in *HRGP-Cre+; mTmG* mice begins near the optic nerve head around P5, extending outward to the retinal periphery over the next few days. By P7, there are GFP positive cells scattered throughout both the dorsal and ventral retina. As the retina matures, GFP-positive cells become localized to the outer edge of the ONL in both dorsal (**D**) and ventral (**V**) regions. The numbers of GFP-expressing cells are comparable in the dorsal and ventral regions through adulthood. Scale bar  = 20 µm for all panels. **C.** Immunolabeling of 4-week-old retina sections for CBP shows reactivity in all nuclei of *Cre-negative* control retinas (left panel), with rod nuclei in the ONL showing the characteristic peripheral nuclear distribution pattern. The retina from a *p300 CH* mouse (middle panel), in which both copies of *Cbp* have been conditionally knocked out by *Rho-iCre* expression, has lost much of this pattern, although reactivity can still be seen in cones along the outer edge of the ONL. Specific reactivity is also missing from the irregular ONL in *R-DCKO* mice (right panel). Because of the high background staining with this anti-CBP antibody, anti-p300 was used to verify *Cbp/p300* conditional knockout in the studies reported here.
(TIF)

Figure S2 **IHC for retinal cell type markers at P32. A & B.** Cone S-Opsin (**A**) and M-Opsin (**B**), localized to cone outer segments in *Cre neg* retinae, are seen associated with the few cells still expressing p300 in the outer nuclear layer (ONL) of *R-DCKO* retinae, often in the middle of rosettes. **C.** Vesicular glutamate transporter 1 (VGLUT1), found in pre-synaptic terminals, marks the outer (OPL) and inner (IPL) plexiform layers. Protein Kinase C-alpha (PKC-alpha) is expressed by rod on-bipolar cells in the inner nuclear layer (INL). VGLUT1 staining is severely decreased in the OPL of *R-DCKO* retinae but still seen in the IPL. Bipolar cell processes in these retinae extend into the ONL. **D.** Glutamine synthetase is expressed by Mueller glia. Although their orderly arrangement across the retina is disrupted in *R-DCKO* eyes, additional expression in ONL cells is not seen. **E.** Calbindin is expressed in horizontal cells in the INL, and syntaxin marks amacrine cell processes in the IPL of both *Cre neg* and *R-DCKO* retinae. **F.** Neurofilament NF200 is expressed in ganglion cell (GC), amacrine, and horizontal cell processes in both *Cre neg* and *R-DCKO* retinae. These findings led us to conclude that non-photoreceptor cells were present in apparently normal numbers and positions in *R-DCKO* retinae, and that the ONL cells in these retinae were not expressing markers of other lineages.
(TIF)

Figure S3 **IHC for markers of DNA damage and replication.** **A.** Histone H2A.X phosphorylated on Serine 139 (green) accumulates at sites of double-strand DNA breaks [89]. Elongating lens fiber cells undergoing nuclear lysis and endothelial cells outside the lens epithelium at P14 serve as positive controls (left panel). Very few H2A.X-positive retinal cells are seen in either control *Cre neg* (middle panel) or *R-DCKO* retinas (right panel) at this age. Sections are counter-stained with peanut agglutinin (PNA, red), which marks cone cell sheaths and other extracellular matrix landmarks. **B.** Ki-67 (green) is a nuclear proliferation antigen expressed in all stages of the cell cycle [90]. Proliferating cells in the lens germinal zone and ciliary body at P14 serve as positive controls (left panel). Rare positive cells are found within control or R-DCKO retinas at P14. Sections are counter-stained with PNA (red). **B.** Phosphorylation of histone H3 serine 10 (green) occurs during mitosis and is required for chromosome condensation [91]. Dividing cells in the lens germinal zone and ciliary body of P10 retinal sections serve as positive controls (left panel). Positive cells can be seen in the RPE of control and *R-DCKO* retinas at this age, but few positive cells are seen within the retina itself. **CB,** ciliary body; **ONL,** outer nuclear layer; **INL,** inner nuclear layer; **GC,** ganglion cell layer. Scale bars  = 25 µm for all panels.
(TIF)

Figure S4 **IHC for markers associated with neural or retinal precursor cells.** *Cre neg* and *R-DCKO* retinal sections were examined for markers reported to be associated with retinal precursors, to determine whether *R-DCKO* outer nuclear layer cells re-express early differentiation markers. **A.** The C-15 anti-Retinoblastoma antibody stains most nuclei in both *Cre-neg* control and *R-DCKO* sections. At P22, the staining pattern in ONL nuclei reflects the euchromatin distribution pattern. **B.** P15 ONL cells are negative for expression of Retinoblastoma-like 1/p107, which is expressed in embryonic mouse retina [76]. **C & D.** Nestin and NeuN are expressed in most developing neurons soon after withdrawal from the cell cycle. **C.** P15 sections express little Nestin (background fluorescence is associated with blood vessels). **D.** NeuN expression at P32 marks neurons in the INL and GC layers. **E & F.** Pax6 and Sox2 are highly expressed in proliferating retinal progenitors, but are also expressed in subsets of inner retina cells later during development [92] [93]. **E.** At P15, Pax6 immunoreactivity is seen in the INL and GC in both *Cre neg* and *R-DCKO* cells, but is absent from the ONL. **F.** Rare Sox2-positive cells are seen in the GC layer of P15 retinae, with diffuse reactivity evident in the ONL of both genotypes. **G.** The nuclear protein Geminin is a dual-function molecule that is involved in marking DNA during replication, and in controlling fate choice during neural development [94] [95]. **H.** The Tuj1 monoclonal antibody recognizes a class III beta-tubulin epitope that is expressed early in differentiation of vertebrate neurons. It strongly recognizes ganglion cells and their fibers, and is weakly expressed in some INL cells at P32, but is not expressed by *R-DCKO* ONL cells. These findings led us to conclude that loss of *Ep300/Cbp* did not lead rod cells to adopt a more primitive cell fate.
(TIF)

Figure S5 **qRT-PCR & qChIP supplemental data.** **A.** Comparison of gene expression in P14 *Rho-iCre* conditional knockout (CKO) retinas, by qRT-PCR: The rod gene *phosphodiesterase 6b (* ***Pde6b*** *)*; cone *M-opsin* ***(Opn1MW*** *)* and *S-opsin (* ***Opn1SW*** *)*; *interphotoreceptor retinoid binding protein (* ***Rbp3*** *)* expressed in both rods and cones; HAT-containing coactivators ***Cbp***, ***p300***, and ***Gcn5***; and the bipolar gene *metabotropic glutamate receptor type 6 (* ***Grm6*** *)*. Since cDNA was made from RNA isolated from whole retinas, *Cbp* and *p300* expression were detected in CKO retinas due to expression in unaffected inner retina cell types. In contrast, expression of *Gcn5* was high in CKO retinas, suggesting that knockout of *Ep300/Cbp* does not abolish all transcription in rods. **B.** qChIP assays for acetylated histone H3 (**AcH3**) and H4 (**AcH4**) occupancy on the promoters of *interphotoreceptor retinoid binding protein (* ***Rbp3*** *),* cone *M-opsin (* ***Opn1mw*** *)* and *S-opsin (* ***Opn1sw*** *)*, and *Grm6*, expressed by bipolar cells. In contrast to the severely affected rod genes in the conditional knockouts (Fig. 5C–F), these controls show that occupancy is preserved for cone genes whose expression is unaffected, for photoreceptor genes that are CRX-independent (*RBP3*), and for genes are expressed in other cell types (*Grm6*) in the samples tested for Figure 5. **C.** Gel images of ChIP-PCR results for AcH3 promoter occupancy in control and CKO retinas. For each sample type, the first lane (**IP**) is from immunoprecipitated samples; the second (**IgG**) from “no antibody” negative controls, the third (**noDNA**) from “no DNA” control reactions, and the fourth lane (**Input**) is nuclear lysate prior to immunoprecipitation. In CKO samples, all CRX-dependent gene promoters tested lost AcH3 occupancy, confirming the qChIP results. **M**, 100-bp DNA molecular weight ladder.
(TIF)

Table S1 **Genotyping primers.**
(DOCX)

Table S2 **520 genes down-regulated in** ***R-DCKO*** **vs** ***Cre negative.***
(DOCX)

Table S3 **520 genes down-regulated in** ***R-DCKO*** **vs** ***Cre negative.***
(DOCX)

Table S4 **p300/CBP dependent genes linked to retinal disease.**
(DOCX)

Table S5 **p300/CBP dependent genes downregulated in** ***Crx^−/−^_._***
(DOCX)

Table S6 **ERG Test Parameters.**
(DOCX)

Table S7 **Antibodies.**
(DOCX)

# Supplementary material for: Transcription Coactivators p300 and CBP Are Necessary for Photoreceptor-Specific Chromatin Organization and Gene Expression
**Source:** PLoS One. 2013 Jul 26;8(7):e69721. doi: 10.1371/journal.pone.0069721
**Supplement:** Table S1 — Genotyping primers.

| **Table S1. Genotyping primers** | | |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **NAME** | **GENE** | **F PRIMER** | **R PRIMER** | **BAND SIZES** | **TEXT REF #** |  |
| p300 Flox | p300 | 5'-TGGACTGGTTATCGGTTCACC | 5'-CAGTTACATACAGCTGTGATG-3' | Flox = 1000 bp WT = 800 bp | 19 | |
| Cbp Flox | Cbp | 5'-CCTGGTTGCCTATGCTAAGAAAG | 5'-CTGCTCTACCTAAATTCCCAG | Flox = 800 bp WT = 650 bp | 39 | |
| Rho-iCre | Cre (rods) | 5’-TCAGTGCCTGGAGTTGCGCTGTGG | 5’-TTCAAAGGCCAGGGCCTGCTTGGC | 650 bp | 45 | |
| HRGP-Cre | Cre (cones) | 5’-GGAGGATCCGGTTCCAGGCC | 5’-CGACGATGAAGCATGTTTAGCTGG | 600-700 bp | 46 | |
| mT/mG | GFP | 5'-CTCTGCTGCCTCCTGGCTTCT | 5'-CGAGGCGGATCACAAGCAATA | WT = 330 | 47 | |
|  |  | 5'-CTCTGCTGCCTCCTGGCTTCT | 5'-TCAATGGGCGGGGGTCGTT | mTmG = 250 |  |  |
| RD1 | Pde6b mutation | 5' -TGACAATTACTCCTTTTCCCTCAGTCTG | 5'-GTAAACAGCAAGAGGCTTTATTGGGAAC | rd1 = 550 bp | 81 | |
|  |  | 5' -TGACAATTACTCCTTTTCCCTCAGTCTG | 5'-TACCCACCCTTCCTAATTTTTCTCACGC | WT = 400 bp |  |  |
| RD8 | Crb mutation | 5'-GTGAAGACAGCTACAGTTCTGATC | 5'-GCCCCATTTGCACACTGATGAC | WT = 220bp | 82 | |

# Supplementary material for: Transcription Coactivators p300 and CBP Are Necessary for Photoreceptor-Specific Chromatin Organization and Gene Expression
**Source:** PLoS One. 2013 Jul 26;8(7):e69721. doi: 10.1371/journal.pone.0069721
**Supplement:** Table S4 — p300/CBP dependent genes linked to retinal disease.

| **Table S4. p300/CBP dependent genes linked to retinal disease** | |  |  |
| --- | --- | --- | --- |
| **SYMBOL** | **DEFINITION** | **%**  ***CRE NEG*** | **DOWN IN**  ***Crx^-/-^* ?** |
| Guca1b | Mus musculus guanylate cyclase activator 1B | 2.7 | Yes |
| Fscn2 | Mus musculus fascin homolog 2, actin-bundling protein, retinal | 3.1 | Yes |
| Rpgrip1 | Mus musculus retinitis pigmentosa GTPase regulator interacting protein 1 | 5.9 | Yes |
| Pde6a | Mus musculus phosphodiesterase 6A, cGMP-specific, rod, alpha | 6.1 | Yes |
| Rho | Mus musculus rhodopsin | 8.2 | Yes |
| Slc24a1 | Mus musculus solute carrier family 24 (sodium/potassium/calcium exchanger), member 1 | 8.3 | Yes |
| Cacna2d4 | Mus musculus calcium channel, voltage-dependent, alpha 2/delta subunit 4 (Cacna2d4), mRNA. | 8.8 | No |
| Cabp4 | Mus musculus calcium binding protein 4 | 10.0 | Yes |
| Grk1 | Mus musculus G protein-coupled receptor kinase 1 | 10.2 | Yes |
| Abca4 | ATP-binding cassette, sub-family A (ABC1), member 4 | 12.8 | Yes |
| Rp1l1 | Mus musculus retinitis pigmentosa 1 homolog (human)-like 1 | 13.0 | No |
| Pitpnm3 | Mus musculus PITPNM family member 3 | 13.5 | Yes |
| Pde6b | Mus musculus phosphodiesterase 6B, cGMP, rod receptor, beta polypeptide | 13.6 | Yes |
| Cnga1 | Mus musculus cyclic nucleotide gated channel alpha 1 | 13.9 | Yes |
| Rdh12 | Mus musculus retinol dehydrogenase 12 | 13.9 | Yes |
| Gnat1 | Mus musculus guanine nucleotide binding protein, alpha transducing 1 | 15.3 | Yes |
| Aipl1 | Mus musculus aryl hydrocarbon receptor-interacting protein-like 1 | 17.5 | Yes |
| Cngb1 | PREDICTED: Mus musculus cyclic nucleotide gated channel beta 1 | 18.2 | No |
| Rom1 | Mus musculus rod outer segment membrane protein 1 | 18.6 | Yes |
| Prph2 | Mus musculus peripherin 2 | 19.1 | No |
| Cacna1f | Mus musculus calcium channel, voltage-dependent, alpha 1F subunit | 20.0 | Yes |
| Impg2 | Mus musculus interphotoreceptor matrix proteoglycan 2 | 21.4 | No |
| Tulp1 | Mus musculus tubby like protein 1 | 21.4 | Yes |
| Mak | Mus musculus male germ cell-associated kinase | 22.0 | No |
| Pcdh15 | Mus musculus protocadherin 15 | 22.0 | No |
| Rgs9bp | Mus musculus regulator of G-protein signalling 9 binding protein | 22.1 | Yes |
| Rd3 | Mus musculus retinal degeneration 3 | 23.0 | No |
| Nrl | Mus musculus neural retina leucine zipper gene | 23.4 | Yes |
| Unc119 | Mus musculus unc-119 homolog (C. elegans) | 23.4 | Yes |
| Pde6g | Mus musculus phosphodiesterase 6G, cGMP-specific, rod, gamma | 24.7 | Yes |
| Rbp3 | Mus musculus retinol binding protein 3, interstitial | 25.3 | No |
| Impdh1 | Mus musculus inosine 5'-phosphate dehydrogenase 1 | 26.0 | Yes |
| Crx | Mus musculus cone-rod homeobox containing gene | 30.8 | Yes |
| Sag | Mus musculus retinal S-antigen (Arrestin-1) | 31.8 | Yes |
| Bbs7 | Mus musculus Bardet-Biedl syndrome 7 | 39.3 | No |
| Bbs5 | Mus musculus Bardet-Biedl syndrome 5 (human) (Bbs5), mRNA. | 41.1 | Yes |
| Arl6 | Mus musculus ADP-ribosylation factor-like 6 | 41.4 | No |
| Elovl4 | Mus musculus elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 4 | 42.9 | No |
| Myo7a | Mus musculus myosin VIIa | 43.6 | No |
| Nphp4 | Mus musculus nephronophthisis 4 (juvenile) homolog (human) | 46.0 | No |
| Htra1 | Mus musculus HtrA serine peptidase 1 | 48.9 | No |
| Pla2g5 | Mus musculus phospholipase A2, group V | 50.1 | No |
| Crb1 | Mus musculus crumbs homolog 1 (Drosophila) | 53.2 | Yes |
| Ttc8 | Mus musculus tetratricopeptide repeat domain 8 | 55.2 | No |
| Cln3 | Mus musculus ceroid lipofuscinosis, neuronal 3, juvenile (Batten, Spielmeyer-Vogt disease) | 61.6 | No |

# Supplementary material for: Transcription Coactivators p300 and CBP Are Necessary for Photoreceptor-Specific Chromatin Organization and Gene Expression
**Source:** PLoS One. 2013 Jul 26;8(7):e69721. doi: 10.1371/journal.pone.0069721
**Supplement:** Table S6 — ERG Test Parameters.

**Table S6. ERG Test Parameters**

| **DARK-ADAPTED PROGRAM:** | **INTENSITY log[cdS/M^2^]** | **#TRIALS IN AVG** | **INTERVAL BETWEEN FLASHES** | **PAUSE AFTER STEP** |
| --- | --- | --- | --- | --- |
| Step 1 | -4.60 | 10 | 3.2 sec |  |
| Step 2 | -3.62 | 10 | 3.2 sec |  |
| Step 3 | -2.40 | 10 | 5.3 sec |  |
| Step 4 | -1.60 | 8 | 8.3 sec |  |
| Step 5 | -1.20 | 8 | 12.6 sec | 30 sec |
| Step 6 | -0.60 | 6 | 15.3 sec | 1 min |
| Step 7 | -0.01 | 6 | 20.3 sec | 1 min |
| Step 8 | 0.40 | 5 | 30.3 sec | 1.5 min |
| Step 9 | 0.89 | 5 | 32.8 sec |  |
| **LIGHT-ADAPTED PROGRAM:** |  |  |  | 10 min  light adapt |
| Step 1 | -0.01 | 10 | 1.33 sec |  |
| Step 2 | 0.40 | 10 | 1.83 sec |  |
| Step 3 | 0.89 | 8 | 2.03 sec |  |
| Step 4 | 1.41 | 6 | 2.23 sec |  |
| Step 5 | 1.90 | 6 | 2.83 sec |  |
| Step 6 | 2.39 | 5 | 3.03 sec |  |
| Step 7 | 2.67 | 5 | 3.33 sec |  |

# Supplementary material for: Transcription Coactivators p300 and CBP Are Necessary for Photoreceptor-Specific Chromatin Organization and Gene Expression
**Source:** PLoS One. 2013 Jul 26;8(7):e69721. doi: 10.1371/journal.pone.0069721
**Supplement:** Table S7 — Antibodies.

**Table S7. Antibodies**

| **NAME** | **SOURCE** | **EPITOPE** | | **TYPE** | **SPECIES** | **USED AT** |
| --- | --- | --- | --- | --- | --- | --- |
| acetyl-Histone H3 (AcH3) | Millipore (06-599) | | Histone H3, Acetylated | polyclonal | rabbit | IHC 1:100 WB1:3000 |
| acetyl-Histone H4 | Millipore (06-598) | | Histone H4, Acetylated | polyclonal | Rabbit | IHC1:1000 WB1:3000 |
| b actin (clone AC-15) | Sigma (A1978) | | Actin N-term (20-33) (reacts against all isoforms) | mono IgG1 | mouse ascites | WB 1:3000 |
| Blue (S)-Opsin | Millipore (AB5407) | | blue opsin | polyclonal | rabbit | IHC 1:1000 |
| Calbindin D-28K | Sigma (C 7354) | | rat calbindin D-28K | polyclonal | rabbit | IHC 1:200 |
| Cbp (Kat3A) | Abcam (ab2832) | | aa 162-176 of  human Cbp | polyclonal | rabbit | IHC 1:500 |
| Chicken anti-GFP | Abcam (ab13970) | | GFP | polyclonal | chicken | IHC 1:1000 |
| Cone arrestin | Millipore (AB15282) | | cone arrestin | polyclonal | rabbit | IHC 1:1000 |
| Cone Transducin (Gat2) | Santa Cruz (sc-390) | | cone transducin | polyclonal | rabbit | IHC 1:200 |
| Crumbs | Jarema Malicki, Tufts | | crumbs | polyclonal | rabbit | IHC 1:200 |
| Crx (H00001406-M02) | Abnova (MO2) | | GST-Crx (aa 1-96) | monoclonal | mouse | IHC 1:200 |
| C-terminal binding protein 1 (CtBP1) | BD Transduction Labs (612042) | | C-term binding protein 1 | mono IgG1 | mouse | IHC 1:100 |
| GAPDH | Sigma (G9545) | | GAPDH | polyclonal | rabbit | WB 1:3000 |
| GFP (mAb3E6) | Invitrogen (A11120) | | GFP | mono IgG2a | mouse | IHC 1:1000 |
| Glial Fibrillary Acidic Protein (GFAP) | DAKO | | GFAP | polyclonal | rabbit | IHC 1:400 |
| Glutamine Synthetase | BD Transduction (610518) | | Glutamine Synth. (Muller cells) | mono IgG2a | Mouse | IHC 1:100 |
| Hes1 | Nadean Brown | | Hes1 | polyclonal | rabbit | IHC 1:250 |
| Histone H2B | Millipore (05-1352) | | Histone H2B | monoclonal | mouse | WB 1:3000 |
| Histone H3 | Millipore (05-499) | | Histone H3 | mono IgG1k | mouse | WB 1:3000 |
| Histone H3 (tri-methyl K9) | Abcam (8898) | | H3 K9-me3 | polyclonal | rabbit | IHC 1:1000 |
| Histone H3K27me3 | Millipore (07-449) | | H3H27me3 | polyclonal | rabbit | IHC 1:250 |
| Histone H3K4me3 | Millipore (ab1012) | | Histone H3 trimethyl K4 | polyclonal | rabbit | IHC 1:1000 |
| Histone H4 acetyl-K 5/8/12/16 | ThermoPierce/VWR (PA1-84526) | | Histone H4, Acetylated | polyclonal | rabbit | IHC 1:100 |
| Ki67 | BD Pharmingen (550609) | | Human Ki-67 | mono IgG1 | mouse | IHC 1:400 |
| Nestin | Millipore (MAB353) | | nestin | mono IgG1 | mouse | IHC 1:1000 |
| NeuN | Abcam (AB 77315) | | NeuN |  | mouse | IHC 1:100 |
| NeuroD (N19) | Santa Cruz(sc-1084) | | none | polyclonal | goat | IHC 0.2 γ/λ |
| Neurofilament 200  (N-52) | Sigma (N 0142) | | neurofilament 200 | mono IgG1 | mouse ascites | IHC 1:800 |
| p300-CT (RW128) | Millipore 05-257 | | human C-terminal p300 | monoclonal | mouse | IHC 1:300 |
| Pax6 | Covance (PRB-278P) | | Pax6 | polyclonal | rabbit | IHC 1:200 |
| phospho Histone H3 (Ser10) | Millipore (06-570) | | human phospho- histone H3 Ser10 | polyclonal | Rabbit | IHC 1:1000 |
| phospho-histone H2A.X (JBW301) | Millipore (05-636) | | ser139-PO4 | mono IgG1 | mouse | IHC 1:1000 |
| PKCα | Sigma (P 5704) | | protein kinase Cα aa 296-317 | mono IgG2a | mouse ascites | IHC 1:1000 |
| PSD95 | Abcam (ab18258) | | PSD95 (mouse peptide-KLH) | polyclonal | rabbit | IHC 1:500 |
| Recoverin | Abcam (ab71624) | | ecoverin C-term | polyclonal | rabbit | IHC 1:50 |
| Red/Green (M)-Opsin | Millipore (AB5405) | | rHuman R/G opsin | polyclonal | rabbit | IHC 1:1000 |
| Retinoblastoma (C-15) | Santa Cruz (sc-50) | | pan Rb | polyclonal | rabbit | IHC 1:400 |
| Rhodopsin clone RET-P1 | Sigma (O4886) | | Rhodopsin N-term (aa 4-10) | monoclonal (IgG1) | mouse ascites | IHC 1:400 |
| Ribeye (CtBP2) | BD Transduction Labs (612044) | | C-term binding protein 2 | mono IgG1 | mouse | IHC 1:2000 |
| Rod transducin (Gat1) | Santa Cruz (sc-389) | | rod transducin | polyclonal | rabbit | IHC 1:100 |
| Sox2 (C70B1) | Cell Signaling (3728) | | Sox2 | mono Rb-IgG | rabbit | IHC 1:500 |
| Syntaxin (HPC-1) | Sigma (S 0664) | | syntaxin | mono IgG1 | mouse ascites | IHC 1:100 |
| TuJ1 | Chemicon (CBL412) | | gamma tubulin-3 | mono IgG1 | mouse | IHC 1:1000 |
| VGLUT1 (vesicular glutamate transporter 1) | Millipore (ab 5905) | | VGLUT1 | polyclonal | guinea pig | IHC 1:1000 |
| ZO1 tight junction protein | Abcam (ab59720) | | ZO1 aa 432-1150 | polyclonal | rabbit | IHC 1:100 |

How the deposited data were processed for this re-analysis (not part of the article)

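Gene expression was measured in whole retinas at postnatal day 14 on 24 Illumina Mouse WG-6 v2.0 arrays, 3 for each of 8 genotypes. By the paper's methods each array took RNA pooled from a male and a female littermate, and the array labels name a single animal for 10 arrays. On 2 arrays, *CbpKO* 3 and *p300 CH* 3, the female transcript *Xist* was not detected. The assignment of arrays to genotypes was taken from the labels of the deposited samples.

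The authors deposited the signal intensity of each probe as an average over its beads on a linear scale, with no background subtraction and no scaling between arrays. Beside each signal they deposited a detection p-value, which sets the probe against the negative control beads of its array. They also deposited a processed table of intensity values. By its values this table is a quantile normalization of the 24 arrays minus a constant of 225.61, on a linear scale with some values below 0, whereas the paper's methods name Average normalization. The labels and the methods name different versions of GenomeStudio.

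The non-normalized signals were used. Background was removed with the nec function of limma 3.58.1 in R 4.3.3, which estimates it from the detection p-values. Each array was then scaled so that its mean over all probes equals the mean of all arrays (factors of 0.808 to 1.398), 16 was added, and the log2 was taken. Of 45281 probes 23076 were kept, those with a detection p under 0.05 on at least 3 arrays of any genotype. Probes were named from the Entrez numbers of the array annotation. Of all probes 34885 name 1 gene, 18 name several genes and 10378 name none, and the last 2 classes were tested but not named. The kept probes name 12151 genes. A gene with several probes is represented by the kept probe with the highest mean signal over all arrays, and other probes are given where their direction or call differs. No genome build is given with the arrays, so no positions are printed, and the order of genes along chromosomes was taken from RefSeq.

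A linear model with a mean for each genotype was fitted to all 24 arrays with limma (lmFit and eBayes, 16 residual and 3.48 prior degrees of freedom). Each of 7 genotypes was compared with *Cre neg*, *Cbp CH* was compared with *p300 CH*, and the change in *R-DCKO* was compared with the sum of the changes in *p300KO* and *CbpKO*, each relative to *RCre+*. A probe counts as changed at a Benjamini-Hochberg adjusted p under 0.05 over all kept probes, the paper's level for the false discovery rate. The error model of GenomeStudio that the authors used could not be run here. Percentages of *Cre neg* are ratios of mean signals after background removal and scaling, without the 16 added, with the SD of the arrays of the genotype.

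Before the data were examined, 36 lists of genes were fixed from general knowledge of the retina and of the processes the paper discusses. Some lists, such as those of rod genes, polarity and apoptosis, hold genes that the paper reports as changed on these arrays. The direction of such genes is not independent evidence. Each list was tested with limma's camera, with a preset correlation between genes of 0.01 and with an estimated correlation, adjusted over the lists of a comparison. Members past the threshold were counted over all kept probes and also adjusted over the list alone. Genes were named by a rule of the same date: for *R-DCKO* the 12 largest changes each way, and for other comparisons the 5 largest each way, among probes past the threshold whose arrays all lie on 1 side of the control arrays. These changes were ranked over all kept probes, so the probe given need not be the one with the highest signal. Genes that the paper names for the arrays were added, as were 2 to 4 members of each list. The paper's tables had been seen when the rule was written. A few further genes were named after their values were seen, and the text says so.

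Whether replicate numbers pair arrays across genotypes was checked by correlating the residuals of arrays with the same number. The 3 correlations were 0.76, 0.53 and 0.17 for *R-DCKO* against *Cre neg*, 0.69, 0.39 and 0.23 for *p300KO*, and 0.62, 0.47 and 0.29 for *Cbp CH*. They were lower or of mixed sign elsewhere. Models with the replicate number as a block were therefore run as an alternative. In sets of 6 neighbouring columns of the deposited table, replicate 1 of *Cre neg*, *R-DCKO*, *p300KO* and *Cbp CH* lies in set 1. For *RCre+* and *p300 CH* replicate 2 lies there. The correlations therefore do not separate a pairing by replicate number from an effect of the set. *Cre neg* 2 and *Cre neg* 3 lie in set 3, and the *R-DCKO* arrays lie in sets 1, 4 and 2.

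The model was tested on simulated data with the spread of these arrays and 50 changed probes of each size. It found 2% of changes of 0.5, 40% of changes of 1, 86% of changes of 2 and 94% of changes of 3 on the log2 scale. In simulated data with no change it called 0 probes.

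The number of detected probes per array was 14446 to 21116. The median signal of undetected probes with a high detection p was 139.6 to 270.1, and the median signal of detected probes was 2 to 3.14 times that level. A dim gene is therefore close to background. Where a gene was not detected in a genotype, a bound on its fold after background removal is given, or no fold.

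The alternatives set before the data were examined were quantile normalization, scaling by the median, scaling by *Actb* and *Gapdh*, no scaling, no background correction, the authors' processed values, no filter on dim probes, a detection p under 0.01, 50 added before the log2, a model of only the genotypes compared, the replicate block, array weights, leaving out each array of a comparison, *RCre+* or the mean of *Cre neg*, *RCre+* and C57Bl/6 as the control, and the mean of all probes of a gene. Scaling by *Ubb*, the other reference gene of the paper's qRT-PCR, was left out because no kept probe carries its name. The array chip as a block was not run because the deposited data do not give it. After the data were examined 3 alternatives were added: the model without the array C57Bl/6 3, the 4 sets of 6 neighbouring columns of the deposited table as a block, and both together.

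The supplementary tables were used as lists of genes. Table S3 was left out because 1 of its 579 genes is missing from the copy at hand. ChIP, microscopy, electroretinography and qRT-PCR values were not analysed here.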

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

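These results were set apart because an array lay far from others, because effects differed between groups, or because a signal appeared in genes the paper does not discuss. The tests on the *Prm1* transgene, on variants near *Ep300*, on the genotypes with floxed *Cbp* alleles, on p300 loss and *Tomm22*, on S phase and on array sets were chosen after the results were seen, and so were the sets of neighbouring arrays themselves.

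In 4 sets of 6 neighbouring arrays, each tested on 4 measures (16 tests), 5 values lay apart, 2 of them of C57Bl/6 3, where chance sets apart about 1 in 20. C57Bl/6 3 had 14446 detected probes and a mean correlation of 0.822 with the other arrays. The mean correlations of *R-DCKO* 1 (0.938) and *R-DCKO* 2 (0.953) lay below those of their neighbours, which differ in genotype. The background median of *Cre neg* 2 (195.1) lay below that of its neighbours.

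The counts of changed probes were set against other splits of the same 6 arrays. With 10 splits the share cannot fall under 0.05, so these splits are too few, and in each comparison 1 split, the real one, reached its own count. The real counts and the highest of the others were 1707 and 2 for *R-DCKO*, 5 and 0 for *p300KO*, 6 and 0 for *CbpKO*, 10 and 6 for *p300 CH*, 8 and 0 for *Cbp CH*, 3 and 0 for *RCre+*, and 1 and 0 for C57Bl/6, each against *Cre neg*, and 4 and 0 between *Cbp CH* and *p300 CH*. The split of *p300 CH* with 6 probes set *Cre neg* 1, *Cre neg* 2 and *p300 CH* 1 against the other 3 arrays.

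The change in *R-DCKO* differed from the sum of the changes in *p300KO* and *CbpKO* for 487 probes (tested as an interaction). Of 100 assignments of the 12 arrays to the 4 genotypes, 4 gave as many, the real one included, and the highest other count was 881. The other 3 all placed the *R-DCKO* arrays together on 1 side of the contrast, as did 10 of the 99 random draws, and draws with *R-DCKO* arrays on both sides gave at most 4 probes. The share is under 0.05, but the assignments also move the *R-DCKO* arrays, so it shows that *R-DCKO* differs from the other genotypes and not that its change departs from the sum.

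*Prm1*, a gene of sperm that the paper does not discuss, had a log2 change of 8.03 in *RCre+* (and 8.55 at its other probe). All 18 arrays with *Rho-iCre* lay above all 6 arrays without it, with a lowest value of 11.21 against a highest of 8.31 at the probe ILMN_2687652. RNA of testis is argued against by Tnp1, an abundant sperm gene, whose log2 difference between *RCre+* and *Cre neg* was -0.01 (standard error 0.15, detected on 1 of 24 arrays). A candidate explanation is a piece of *Prm1* in the *Rho-iCre* construct, which stays open because the count of 18 restates the pattern and the sequence of the construct is not at hand. In *R-DCKO* the signal was lower than in *RCre+* (log2 differences of -2.26 and -2.41, adjusted p = 0.0083 and 0.0095), and whether loss of p300 and CBP lowers it was not tested apart from the number of rods.

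*Tomm22*, a gene of the mitochondrial import pore that lies near *Ep300*, had a log2 change of 5.3 in *RCre+*, 5.41 in *CbpKO* and 5.78 in C57Bl/6, genotypes without floxed *Ep300* alleles. *RCre+* and *Cre neg* both keep p300, so the 5.3 between them argues against loss of p300 as the cause. The comparisons by floxed alleles that follow left out *R-DCKO*, which carries 2 floxed alleles of each gene. Between 9 arrays with 0 and 9 with 2 floxed *Ep300* alleles 6 named probes passed, and 4 of them (*Tomm22*, *Mgat3*, *Serhl* and *Ttll12*) lie within 100 genes of *Ep300* on chromosome 15, a share 63.3 times that of other probes (Fisher's exact test, p = 1.9e-07), so variants carried with the floxed allele may set these signals. For the floxed *Cbp* allele 3 named probes passed, none near *Cbp*, and for 0 of them did all genotypes with 2 floxed alleles lie apart from those with 0 (*Aqp1* had a mean of 11.24 in *Cre neg* and 11.21 at 0, *Atp6v1d* 12.01 in *CbpKO* and 11.95, *Fn3krp* 6.04 in *CbpKO* and 6.31). For these 3 probes this argues against variants carried with that allele. Variants whose effect was too small to be called cannot be excluded with so few probes. For any of the genes named here a change in transcript level cannot be told apart from a change in probe binding with arrays alone.

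The median log2 change of 42 clustered histone genes in *R-DCKO* was 1.07. The lowest list mean on an *R-DCKO* array exceeded the highest on the 21 other arrays (9.21, *p300 CH* 1) by 0.3, which argues against a level that varies alike in all genotypes. With array sets as a block the median was 1.19, which argues against the array set. By the arrays alone cells in S phase stay open, since the proliferation list had a median of 0.19 with 3 genes higher and 1 lower. The paper stained retinas for proliferation markers at ages up to P14. It found few positive cells and no significant difference between *Cre neg* and *R-DCKO*, and concluded that *R-DCKO* cells stay out of the cell cycle. Loss of both acetyltransferases is the design's biological explanation and may act on these genes. No array value separates it from S phase, and no cell type was sorted.

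Further lists outside the paper's discussion passed camera in *R-DCKO* with medians of 0.42 for the mitochondrial ribosome, 0.31 for the proteasome and 0.25 for oxidative phosphorylation. The last was not called with an estimated correlation (adjusted p = 0.39) and lost its call under 3 of 24 alternatives (adjusted p from 0.00028 to 0.2). In the compound heterozygotes 3 genes the paper does not discuss were lower in both. The log2 changes in *p300 CH* and in *Cbp CH* were -1.52 and -1.41 for *Mef2c*, -1.90 and -1.48 for *Aqp1*, and -1.33 and -1.35 for *Slc6a2*, with the same *Cre neg* arrays in both comparisons. No explanation was tested for these lists and genes.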

How the results depend on the processing

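The alternatives without C57Bl/6 3, with array sets as a block, and with both were added after the data were examined, and all others were set before.

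Direction and call held for the rod list in *R-DCKO* under each alternative tried (leave-one-out medians -2.96 to -2.31). Between *Cbp CH* and *p300 CH* the rod list passed under no alternative, and the sign of its median changed (leave-one-out medians -0.06 to 0.10). Of 8126 values of named genes 7904 kept direction and call, 136 lost the call, 85 gained it and 1 reversed. Of 1323 values of lists 1265 kept both, 31 lost the call, 23 gained it and 4 reversed. Of 219 counts of probes 129 stayed within a factor of 1.5, and of 204 percentages 182 stayed within 1 SD. Of the 1707 probes changed in *R-DCKO* at least 886 remained under each alternative, all with the same sign except 2 with *RCre+* as the control.

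In *R-DCKO* (824 probes higher, 883 lower) there were 511 higher with median scaling, 527 with the authors' processed values and 417 with only the genotypes compared, and 513 lower with no scaling. Array weights gave 2912 higher and 2199 lower, the mean of the 3 control genotypes 1637 and 1580, 23 arrays 1809 and 1642, and array set block in 23 arrays 3105 and 2761. The array set block gave 1331 higher. Leave-one-out counts were 466 to 598 higher and 551 to 812 lower, with 466 higher without *Cre neg* replicate 3, 530 higher and 551 lower without *R-DCKO* replicate 1 and 529 higher without *R-DCKO* replicate 2.

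The interaction (487) gave 306 with no scaling, 868 with only the genotypes compared, 3456 with array weights, 1089 with 23 arrays, 789 with array set block, 2286 with array set block in 23 arrays, and 284 to 441 leave-one-out (284 without *R-DCKO* replicate 1, 320 without *CbpKO* replicate 2, 322 without *p300KO* replicate 3).

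*p300KO* (5 probes changed) gave 2 with quantile normalization, no background correction, the authors' processed values and only the genotypes compared, and 3 with median scaling, scaling by *Actb* and *Gapdh*, replicate block and array set block. It gave 1012 with array weights and 39 with array set block in 23 arrays. Leave-one-out counts were 2 to 4, with 2 without *Cre neg* replicate 1 or 2 and without *p300KO* replicate 1 or 3.

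*CbpKO* (6) gave 3 with the authors' processed values and only the genotypes compared, 122 with array weights, 13 with 23 arrays and 17 with array set block in 23 arrays. Leave-one-out counts were 3 to 5, with 3 without *Cre neg* replicate 1 and without *CbpKO* replicate 1 or 2.

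*p300 CH* (10) gave 3 with only the genotypes compared, 57 with array weights, 38 with 23 arrays and 158 with array set block in 23 arrays. Leaving out 1 array gave 6 to 10, with 6 without *Cre neg* replicate 1.

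*Cbp CH* (8) gave 2 with quantile normalization, scaling by *Actb* and *Gapdh*, the authors' processed values and only the genotypes compared, and 3 with median scaling and no scaling. It gave 1234 with array weights, 22 with 23 arrays, 13 with array set block and 59 with array set block in 23 arrays. Leaving out 1 array gave 2 to 8, with 2 without *Cre neg* replicate 1 and without *Cbp CH* replicate 1 or 2, 4 without *Cre neg* replicate 3 and 5 without *Cbp CH* replicate 3.

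*RCre+* (3) gave 212 with array weights, 6 with 23 arrays and 9 with array set block in 23 arrays. Leaving out 1 array gave 3 to 5, with 5 without *RCre+* replicate 3.

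C57Bl/6 (1) gave 2 with quantile normalization, median scaling, scaling by *Actb* and *Gapdh*, no scaling, no background correction, the authors' processed values, detection p under 0.01, 50 added before log2 and replicate block. It gave 0 with only the genotypes compared in limma (385 at an unadjusted p under 0.05), 36 with array weights and 6 with array set block in 23 arrays. Leaving out 1 array gave 1 to 81, with 81 without C57Bl/6 replicate 1 and 3 without C57Bl/6 replicate 3.

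*Cbp CH* against *p300 CH* (4) gave 0 with only the genotypes compared (limma, 545 at an unadjusted p under 0.05), 13 with array weights, 9 with 23 arrays and 10 with array set block in 23 arrays. Leaving out 1 array gave 3 to 4.

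The rod list in *Cbp CH* (median -0.10) had -0.07 with quantile normalization and with the authors' processed values and -0.06 with array set block, no longer past the threshold. Its median reversed to 0.04 with scaling by *Actb* and *Gapdh* and 0.10 with no scaling, settings that moved the median of all probes in *Cbp CH* from 0.01 to 0.13 and 0.18, and camera still called it lower (adjusted p = 0.0071 and 0.01). Leave-one-out medians were -0.16 to -0.04. The rod list in *p300 CH* (median -0.10) had -0.07 with no background correction and -0.21 to -0.04 leave-one-out. The transcription factor list in *Cbp CH* (median -0.04) reversed to 0.10 with scaling by *Actb* and *Gapdh* and 0.15 with no scaling, as the same shift of all probes gives, and was not called there (adjusted p = 0.097 and 0.067). A further 12 alternatives lost its call. The replicate block ended the calls of *Nrf1* in *p300KO* (adjusted p = 0.064) and of *Aqp1* (adjusted p = 0.064) and *Gzmm* (adjusted p = 0.096) in *Cbp CH*, gave one to *Pde6c* in *R-DCKO* (adjusted p = 0.047), and changed no other call of a named gene or list. *Prm1* in *R-DCKO* reversed to -2.41 with *RCre+* as the control, which carries *Rho-iCre* as well.

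The cause of these changes was not tested, except that a model of only the genotypes compared has fewer arrays. The spread in the main model also includes C57Bl/6 3, which had the lowest mean correlation with the other arrays (0.822). The fit of the array weights stopped before its tolerance was reached. A block for the array chip was not run, since the chip is not given, and *Ubb* has no kept probe and did not enter the scaling. Where an array is left out, the other 2 of its genotype share the spread of all genotypes. Detected probes had a median signal of 2 to 3.14 times background, which limits what can be said of dim genes.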

Differences from the paper's values

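Percentages of *Cre neg* in *R-DCKO* are compared on the same scale. For *Crb1* the paper gives 53%, and the value here is 8.55% (SD 1.91) at the probe with the highest signal. The values under the alternatives set before the data were examined were 7.73% to 26.2%, and all differ from the paper's. Another probe of *Crb1*, ILMN_2627090, had 53.1% (SD 3.2) and did not pass the test (adjusted p = 0.46).

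For *Bik* the paper gives 1873%, and the value here is 729% (SD 179), relative to a *Cre neg* signal at background. With the authors' processed values it was 1960%, within the paper's, and under the other alternatives set before the data were examined it was 166% to 969%.

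The paper reports that *Topors*, *Tmem126a*, *Casp6*, *Cflar* and *Bad* were higher in *R-DCKO*. Their percentages here are close to the paper's, and their log2 changes are 0.56, 0.68, 1.26, 0.69 and 0.57, but their adjusted p-values (0.22, 0.34, 0.074, 0.084 and 0.42) are not past the threshold of 0.05 in limma, whereas the paper used the error model of GenomeStudio at the same level. *Rp9*, *Bik* and *Apaf1* passed here as well. The spread in this model comes from all genotypes. On C57Bl/6 3 *Casp6* stood at 15.67% of *Cre neg*, against 115% and 134.8% on the other C57Bl/6 arrays. The result of *Casp6* therefore depends on an array outside the comparison.
*Topors* passed with the mean of the 3 control genotypes as the control (adjusted p = 0.021) and with array weights (adjusted p = 0.0045), and *Tmem126a* with array weights (adjusted p = 0.0064). *Casp6* passed with no background correction (adjusted p = 0.00095), with 50 added before log2 (adjusted p = 0.032), with only the genotypes compared (adjusted p = 0.0077), with array weights (adjusted p = 7e-06) and with the mean of the 3 control genotypes (adjusted p = 0.0083). *Cflar* passed with no scaling (adjusted p = 0.04) and with array weights (adjusted p = 0.0011), and *Bad* with array weights (adjusted p = 0.033).
Of the alternatives chosen after seeing the values, array set block in 23 arrays passed *Topors* (adjusted p = 0.016), *Tmem126a* (adjusted p = 0.0083), *Casp6* (adjusted p = 3.1e-06), *Cflar* (adjusted p = 0.0058) and *Bad* (adjusted p = 0.017), and 23 arrays passed *Tmem126a* (adjusted p = 0.0049), *Casp6* (adjusted p = 2.5e-06) and *Cflar* (adjusted p = 0.014). Of the 58 probes of genes named for *R-DCKO*, these 2 alternatives dropped 0 of those called.

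The paper's results describe cone genes as not affected in *R-DCKO*, for the cone opsins also from qRT-PCR at P14, which was not analysed here. Its discussion also speaks of defects in cone function and gene expression, which it regards as likely secondary to the disorganized outer nuclear layer. Here 14 cone genes had a list median of -0.51 on the log2 scale (camera, adjusted p = 0.0013, and adjusted p = 0.035 with an estimated correlation), while none of them passed the test on its own (limma, 6 at an unadjusted p under 0.05). Lists of bipolar (median -0.48), amacrine (-0.44), ganglion cell (-0.39) and Müller glia genes (-0.36) had medians below 0 on these arrays too. Camera called the first 2 of these (adjusted p = 0.007 and 0.0013, with an estimated correlation adjusted p = 0.037 and 0.26) and not the others (adjusted p = 0.091 and 0.067), which 3 and 8 of 24 alternatives called, and the cone list was not tested against them. In the paper's own named cone genes the signal stood at 57.7% to 72.1% of *Cre neg*.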

Other observations

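All values in this part come from lists fixed before the data were examined, or from arrays and genes that belong to no statement of the paper. The sets of 6 neighbouring columns were defined after the data were examined, and no explanation was tested here.

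The second principal component (21.8% of the variance, after 34.3% for the first) separated array set 1 (-65.4 to -41.3) from sets 2 to 4 (0.5 to 29.7, 14.8 to 26.7 and 19.5 to 31.7). The background median was 226.3 to 270.1, 243.9 to 270, 195.1 to 209.7 and 139.6 to 153.4 in these sets.

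In *R-DCKO* against *Cre neg*, with camera p adjusted over 36 lists, markers of other retinal cells stood lower. Medians were -0.48 for 10 bipolar genes (adjusted p = 0.007, and adjusted p = 0.037 with an estimated correlation, with *Prkca* lower, log2 change -0.66), -0.44 for 9 amacrine genes (adjusted p = 0.0013, and adjusted p = 0.26 estimated, with *Slc6a9* lower, -0.68), -0.39 for 8 ganglion cell genes (adjusted p = 0.091), -0.25 for 2 horizontal cell genes (adjusted p = 0.47) and -0.36 for 11 genes of Müller glia (adjusted p = 0.067, with *Aqp4* lower, -0.66). Of 8 genes of gliosis *Lcn2* (-1.55) and *Socs3* (-0.58) were lower (median -0.03, adjusted p = 0.27).

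Lists of other tissues had medians of -0.11 for microglia (adjusted p = 0.52), -0.15 for the pigment epithelium (adjusted p = 0.59), -0.35 for endothelium and blood (adjusted p = 0.18) and -1.23 for the lens (adjusted p = 0.27), with 0 members past limma's threshold in each, and 1, 1, 2 and 0 at an unadjusted p under 0.05. The mean of the lens list ranged from 6.21 on *p300KO* 3 to 13.86 on *Cre neg* 3 and differed within genotypes (12.82, 6.51 and 13.86 on the *Cre neg* arrays). Its median was -1.64 in *Cbp CH* (adjusted p = 0.0046, and adjusted p = 0.77 estimated) and -0.43 in *p300 CH* (adjusted p = 0.67).

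Of 11 proliferation genes *Mcm5* (1.05), *Mcm6* (1.36) and *Tyms* (0.83) were higher in *R-DCKO*, and *Plk1* was not detected there and at least 2.08-fold lower (list median 0.19, adjusted p = 0.13). Of 10 lysine acetyltransferases 0 passed limma's test (2 at an unadjusted p under 0.05, median 0.13, adjusted p = 0.8), with *Kat2a* at 0.58 (adjusted p = 0.61). Of 17 deacetylases *Hdac9* was lower (-0.68, list median 0.03, adjusted p = 0.76). Of 14 heterochromatin genes *Ehmt2* (0.65) and *Uhrf1* (at least 1.73-fold) were higher (median 0.06, adjusted p = 0.27).

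*Trib3* (-1.08) was lower and *Chac1* (0.71) higher among 10 genes of ER stress (median -0.08, adjusted p = 0.95). *Ier3* (-1.98) and *Fos* (-1.44) were lower and *Jun* (1.39) and *Egr2* (0.88) higher among 8 immediate early genes (median -0.19, adjusted p = 0.32). *Per2* (-0.90) was lower among 10 circadian genes (median -0.29, adjusted p = 0.13). The reference genes *Gapdh* (-0.20) and *Actb* (0.16) did not pass (list adjusted p = 0.9). The median of 4 sex-linked genes was 0.23 (adjusted p = 0.69).

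The paper's methods name a male and a female littermate for each array. *Xist*, a transcript of female cells, was not detected on *CbpKO* 3 and *p300 CH* 3 (log2 signals 5.03 and 4.56) and lay between 8.16 and 11.42 on the other 22 arrays. These 2 arrays go against that description. The Y-linked gene *Eif2s3y* was detected on all 24 arrays. Of the 10 arrays whose labels name 1 animal, 9 had both transcripts.

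In the other genotypes against *Cre neg*, further lists passed camera with the preset correlation only. In *CbpKO* these were horizontal cells (median 0.51, adjusted p = 0.019), proliferation (0.28, adjusted p = 0.016) and immediate early genes (-0.23, adjusted p = 0.019), with adjusted p = 0.27, 0.11 and 0.19 with an estimated correlation. In *p300 CH* they were the mitochondrial ribosome (0.13, adjusted p = 0.00047), oxidative phosphorylation (0.09, adjusted p = 0.023), glycolysis (-0.16, adjusted p = 0.023) and clustered histones (0.17, adjusted p = 0.046), with adjusted p = 0.53, 0.55, 0.51 and 0.84 with an estimated correlation. In C57Bl/6 it was the ribbon synapse (-0.81, adjusted p = 0.041, and adjusted p = 0.89 estimated). No list passed in *RCre+*.

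Against *RCre+* in place of *Cre neg* the rod list had medians of -0.18 in *p300 CH* (adjusted p = 0.0037), -0.19 in *Cbp CH* (adjusted p = 0.001), -0.07 in *CbpKO* (adjusted p = 0.016) and 0.01 in *p300KO* (adjusted p = 0.47). With an estimated correlation the first 3 had adjusted p = 0.58, 0.7 and 0.86. The cone list had -0.14, -0.10, and -0.21 in *p300 CH*, *Cbp CH* and *CbpKO* (adjusted p = 0.0093, 0.32 and 0.011, and with an estimated correlation adjusted p = 0.24, 0.7 and 0.15). Against *RCre+* 15 probes differed in *p300 CH* (3 higher, 12 lower), 6 in *Cbp CH* (3 and 3), 1 in *p300KO* (lower) and 0 in *CbpKO* (limma, 379 at an unadjusted p under 0.05).

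The probes higher in *p300 CH* than in *Cre neg* were both *Prm1* probes and *Tomm22* (4.38), those in *Cbp CH* both *Prm1* probes, *Gm9958* (1.08, adjusted p = 0.0087) and *Gzmm* (1.47, adjusted p = 0.045, a call that 7 of 21 alternatives kept and the replicate block did not, with adjusted p = 0.096), and the 1 in C57Bl/6 was *Tomm22*.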
